# Gene networks associated with conditional fear in mice identified using a systems genetics approach

**DOI:** 10.1186/1752-0509-5-43

**Published:** 2011-03-16

**Authors:** Christopher C Park, Greg D Gale, Simone de Jong, Anatole Ghazalpour, Brian J Bennett, Charles R Farber, Peter Langfelder, Andy Lin, Arshad H Khan, Eleazar Eskin, Steve Horvath, Aldons J Lusis, Roel A Ophoff, Desmond J Smith

## Abstract

**Background:**

Our understanding of the genetic basis of learning and memory remains shrouded in mystery. To explore the genetic networks governing the biology of conditional fear, we used a systems genetics approach to analyze a hybrid mouse diversity panel (HMDP) with high mapping resolution.

**Results:**

A total of 27 behavioral quantitative trait loci were mapped with a false discovery rate of 5%. By integrating fear phenotypes, transcript profiling data from hippocampus and striatum and also genotype information, two gene co-expression networks correlated with context-dependent immobility were identified. We prioritized the key markers and genes in these pathways using intramodular connectivity measures and structural equation modeling. Highly connected genes in the context fear modules included *Psmd6*, *Ube2a *and *Usp33*, suggesting an important role for ubiquitination in learning and memory. In addition, we surveyed the architecture of brain transcript regulation and demonstrated preservation of gene co-expression modules in hippocampus and striatum, while also highlighting important differences. *Rps15a, Kif3a, Stard7, 6330503K22RIK*, and *Plvap *were among the individual genes whose transcript abundance were strongly associated with fear phenotypes.

**Conclusion:**

Application of our multi-faceted mapping strategy permits an increasingly detailed characterization of the genetic networks underlying behavior.

## Background

Advances in both genetic and behavioral techniques are providing unprecedented opportunities for dissecting the gene networks governing behavior. Through a variety of approaches, promising candidate genes have been identified for a wide collection of clinically relevant traits such as anxiety, conditional fear and spatial memory [1-3]. Intercrosses and backcrosses have been widely used to identify behavior quantitative trait loci (QTLs) in mice, but suffer from poor mapping resolution. More recently, the use of outbred mice has allowed fine mapping of a range of biological [3] and expression traits [4,5]. However, outbred mice are a fleeting resource and must be regenotyped and re-phenotyped for each study.

In spite of many successes, the recent wave of genome-wide association studies paints an increasingly complex picture of genes underlying behavioral traits. The genetic architecture of most behaviors is widely distributed, with collections of independent loci making relatively small contributions to overall trait variability [6,7]. The largely undefined and likely complex contribution of environmental factors to both the etiology and maintenance of behavior represents another formidable obstacle to reliable QTL mapping.

Recent work has achieved superior resolution using panels of inbred mouse lines [8]. Power can be further improved by incorporating recombinant inbred (RI) strains formed by crossing classical inbred strains followed by repeated sibling mating. One such resource is the hybrid mouse diversity panel (HMDP) which combines inbred and RI lines to create a panel of 100 strains with great resolution and statistical power [9]. The HMDP consists of 29 classical inbred strains supplemented with 71 RI strains derived from C57BL/6J crossed with either DBA/2J, A/J or C3H/HeJ. In addition to enhanced resolution, there are other significant advantages to using the HMDP for genetic mapping. Each strain has been genotyped extensively [10], and multiple individuals can be phenotyped for the same trait, reducing measurement variability. Furthermore, the panel is a renewable resource, since each strain can be propagated indefinitely [11]. Phenotype data can be pooled and shared in an ongoing fashion, while the effects of environmental variables are easily studied.

To leverage these emerging resources, we employed an integrative systems approach to explore the genetics of conditional fear. Figure 1 illustrates the sources of data we collect and how we investigate relationships to identify genetic pathways implicated in the predisposition to fear. Mice were phenotyped on a fear conditioning assay, and the quantitative data combined with single nucleotide polymorphism (SNP) genotypes to map behavioral quantitative trait loci (QTLs). We corrected for the confounding effects of relatedness and population structure between strains using efficient mixed model association (EMMA) [12]. By combining genome-wide expression QTL (eQTL) maps for hippocampus and striatum, weighted gene correlation network analysis (WGCNA) [13,14], and structural equation modeling, we identified single genes and pathways with relationships to fear-driven behavioral phenotypes.

**Figure 1:**
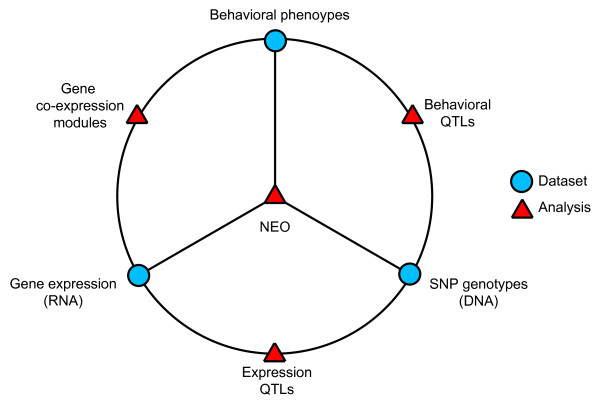
**A systems biology approach to dissecting fear biology**. Data from behavioral phenotype analysis was integrated with SNP genotypes to map behavioral QTLs. Behavioral phenotypes were also compared to gene co-expression modules created from hippocampus and striatum microarray datasets. Gene expression data and SNP genotypes were used together to map expression QTLs. All three datasets were merged to prioritize mapped genes using Network Edge Orienting. This approach identifies gene networks associated with behavioral phenotypes.

## Results

To identify regions of the genome associated with fear-related behavior, mice from the HMDP were subjected to a fear conditioning procedure and characterized on 48 unique behavioral phenotypes drawn from different test phases. Using these phenotypes as quantitative traits, we performed a genome-wide association study (GWAS) to identify loci associated with each of the behavioral traits.

### Cued and context fear phenotyping

Mice were tested for cued and contextual fear acquired through a Pavlovian conditioning procedure. Such fear memories manifest across a variety of behavioral dimensions and can be collectively quantified through the use of automated tracking and analysis [15].

Immobility (freezing) is a classical measure of fear triggered by an environmental threat. This species-specific defense response can be reliably acquired in a single conditioning trial, making it a widely used model for fear expression and learning and memory. We also monitored other measures of fear including velocity, thigmotaxis (wall-preference), path shape, and habituation. The fear conditioning assay is depicted schematically in Figure 2A. On day one, a mouse is placed in a cage where an auditory conditional stimulus (CS) tone is played for fifteen seconds followed by a brief foot shock. Training consisted of three tone-shock pairings. The next day, the mouse returned to the same chamber and contextual fear is indexed through a collection of behavioral endpoints including immobility. On the third day, the mouse is placed in a novel chamber and given a series of CS presentations with no foot shock. Cued fear is quantified across the same behavioral endpoints used to assess contextual fear.

**Figure 2:**
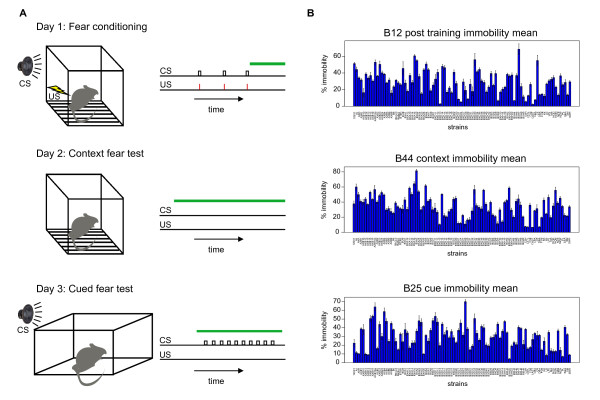
**Fear conditioning in the HMDP**. **A) **Behavioral procedure for cued fear conditioning. Mice were subjected to a three-phase procedure. On day 1, mice received 3 auditory conditional stimuli (CS) co-terminating with 0.75 mA foot shock. On day 2, mice were returned to the conditioning chamber for an 8 minute extinction test. On day 3, mice were placed in a novel chamber and given a series of 10 CS presentations (inter-trial interval 1 minute). Green horizontal lines show time periods when fear endpoints were measured. **B) **Behavioral distributions for selected endpoints across HMDP, corresponding to panels in **A**. Percent immobility calculated for three separate test phases.

Variability in freezing across the panel is shown in Figure 2B. Further testing details for each of the behavioral phenotypes (labeled from B1 to B48) are provided in Additional file 1 (Supplementary methods and Table S1). A cluster dendrogram depicting the similarity between the quantitative behavioral phenotypes across the HMDP is shown in Additional file 1 Figure S1. Surprisingly, context and cue immobility measures clustered closely together although they index different types of learning.

### Mapping of conditional fear QTLs

We mapped loci for behavioral phenotypes using EMMA and 101,629 SNPs ([12], **METHODS**). Across 48 measured behavioral phenotypes, QTL analysis revealed 27 loci with a *P *value < 4.48 × 10^-6^, corresponding to a genome-wide false discovery rate (FDR) of 5%. This threshold value is comparable to that from another study using the same panel [9], which employed permutation testing to calculate a genome-wide significance threshold of *P *= 4.1 × 10^-6 ^or a family-wise error rate of 0.05. QTL plots for the entire battery of behavioral endpoints are in Additional file 1 Figure S2. The significant loci and corresponding closest genes are summarized in Table 1.

**Table 1:** Behavioral QTLs with FDR < 0.05

Quantitative Behavioral Phenotype	Chromosome	Base Position	Nearest gene	*P *value
B3 pre training thigmotaxis mean distance to point	9	61,060,175	*Tle3*	1.14 × 10^-6^
B6 post training velocity mean	15	5,887,595	*Dab2*	2.92 × 10^-6^
B11 pre training immobility mean	2	6,186,281	*Echdc3*	1.77 × 10^-6^
B11 pre training immobility mean	7	126,370,751	*Gpr139*	1.31 × 10^-6^
B12 post training immobility mean	8	68,297,006	*March1*	4.41 × 10^-6^
B24 precue immobility mean	7	94,641,553	*Tyr*	5.58 × 10^-9^
B24 precue immobility mean	7	94,744,373	*Grm5*	5.58 × 10^-9^
B24 precue immobility mean	7	107,177,259	*Chrdl2*	5.14 × 10^-8^
B25 cue immobility mean	3	103,364,188	*Syt6*	1.56 × 10^-6^
B25 cue immobility mean	3	130,123,970	*Col25a1*	3.44 × 10^-6^
B25 cue immobility mean	4	6,678,672	*Tox*	2.58 × 10^-6^
B25 cue immobility mean	7	94,641,553	*Tyr*	4.40 × 10^-9^
B25 cue immobility mean	7	94,744,373	*Grm5*	4.40 × 10^-9^
B25 cue immobility mean	7	104,540,350	*Alg8*	7.06 × 10^-9^
B25 cue immobility mean	15	37,521,578	*Ncald*	1.76 × 10^-6^
B25 cue immobility mean	19	26,658,546	*Smarca2*	3.80 × 10^-6^
B27 precue mobility mean	7	94,641,553	*Tyr*	1.37 × 10^-6^
B27 precue mobility mean	7	94,744,373	*Grm5*	1.37 × 10^-6^
B30 precue thigmotaxis mean distance to point	1	163,397,742	*Tnfsf18*	3.17 × 10^-6^
B31 cue thigmotaxis mean distance to point	11	48,065,799	*Gnb2l1*	1.24 × 10^-8^
B33 precue thigmotaxis mean	2	151,612,920	*Psmf1*	3.36 × 10^-6^
B33 precue thigmotaxis mean	11	52,523,068	*Fstl4*	2.20 × 10^-6^
B33 precue thigmotaxis mean	13	72,750,827	*D430050G20*	3.73 × 10^-6^
B38 context thigmotaxis mean distance to point	1	172,955,973	*Fcgr4*	1.22 × 10^-6^
B38 context thigmotaxis mean distance to point	8	53,062,087	*Aga*	3.62 × 10^-6^
B38 context thigmotaxis mean distance to point	9	61,070,635	*Tle3*	2.16 × 10^-6^
B42 context meander mean	2	129,472,283	*Sirpa*	3.65 × 10^-6^
B44 context immobility mean	2	128,198,673	*Gm14005*	3.32 × 10^-6^
B44 context immobility mean	6	71,209,634	*Smyd1*	5.22 × 10^-8^
B47 context mobility extinction	11	70,800,475	*Dhx33*	4.27 × 10^-6^

We mapped a highly significant QTL on chromosome 7 for cued immobility (*P *= 4.40 × 10^-9^). There are two peak markers for this locus, located ~102 kb apart and residing in different linkage disequilibrium blocks (Additional file 1 Figure S3). One peak marker is located within the Tyrosinase (*Tyr*) gene. Since the HMDP is composed of inbred mouse strains, a number are homozygous for a recessive mutation in *Tyr *leading to an albino coat color (26 of 94 strains phenotyped).

One study looked directly at the effects of *Tyr *on cue dependent freezing behavior [16] using both B6 mice with a mutant *Tyr *allele and an AJ congenic strain with the wildtype B6 allele substituted for the albino *Tyr *allele. *Tyr *had only a small influence on fear learning with only minor (if any) learning deficits due to reduced visual acuity [17-19] and was one of likely many alleles influencing this phenotype. Interestingly, the second peak has the same *P *value as the first and lies in the glutamate receptor gene metabotropic 5 (*Grm5*), which is involved in glutamatergic neurotransmission. Homozygous null mice for *Grm5 *have been shown to have reduced hippocampal long term potentiation (LTP) [20] and impaired spatial learning [21]. These mice also have a behavioral phenotype associated with a rodent model of schizophrenia [22]. Polymorphism at this locus may contribute to a variance in motor activity as a conditioned response to a tone.

### eQTL mapping in hippocampus and striatum

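RNA from whole hippocampus and whole striatum of the strains of the Hybrid Mouse Diversity Panel (HMDP) was hybridized to Illumina MouseRef-8 arrays with 25697 probes. The panel joins classical inbred strains with recombinant inbred (RI) strains of the BXD, AXB/BXA and BXH sets, which segregate the alleles of B6 with those of DBA, AJ and C3H. Arrays of 99 strains in hippocampus and 97 in striatum were used, of which 96 strains had an array of each tissue. The paper's numbers are 98 and 96 strains. Each strain had 1 array per tissue apart from B6Cc3, whose 2 arrays were averaged, so the spread given is that between strains. Strain names are shortened here by leaving out the substrain suffix. The signal of each array was background corrected and quantile normalized within its tissue on the log2 scale. A median of 43.7% of probes was detected per hippocampus array and 43.9% per striatum array, at a detection p under 0.01. Relations across strains were computed over the 11746 probes detected in at least 20% of the arrays of each tissue. Genotypes were not used here, so no eQTL was mapped. What the tissues of a strain share was measured instead, as the correlation of each probe between hippocampus and striatum across strains.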

Using gene expression measures of 25,697 transcripts as quantitative traits from tissue from both the hippocampus (98 strains, *n *= 1) and striatum (96 strains, *n *= 1), we mapped expression quantitative trait loci (eQTLs) and their corresponding expression SNPs (eSNPs) using EMMA ([12], see **METHODS**). For each tissue, we calculated an independent genome-wide significance threshold corresponding to a false discovery rate (FDR or *Q *value) < 5% [23]. In hippocampus, this threshold was *P *< 9.21 × 10^-6 ^while in striatum the corresponding threshold was *P *< 1.19 × 10^-5^. We separated the eSNPs from each tissue into two separate categories: markers within 2 Mb of the probe start position (termed *cis *or local) and markers more than 2 Mb away (termed *trans *or distant).

In hippocampus, we mapped 2,128 *cis *eQTLs, while in striatum we mapped 2,528. 

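The probe of Psmb6, which encodes a catalytic subunit of the proteasome, had 2 separate levels of signal across strains, high in 82 and low in 14. Each of the 96 strains was at the same level in the other tissue. Cops8, a subunit of the COP9 signalosome, was high in 75 strains and low in 21, and all 96 strains were again at the same level in both tissues. Casp9, an initiator caspase of apoptosis, was high in 62 strains, and the low level lay near background. Each of these assignments had a permutation p of 1e-05, the smallest that 100000 permutations can give (adjusted p = 1e-05 over the 28 named probes with 2 levels in both tissues). These probes stand near the top of the paper's lists of strongest cis eQTLs in both tissues, chosen on these samples. Such agreement was thus favoured beforehand and is not independent evidence. Levels here and for other genes are those of single probes, and a polymorphism under a probe was not tested.
Some probes with high correlations owed them to few strains. Mrpl50, a protein of the mitochondrial ribosome, had r = 0.970 between tissues (permutation p = 3e-05, adjusted p = 3.83e-05 over 46 named probes) and rho = 0.438 (permutation p = 1e-05). Without C3H and CAST, the strains farthest from its median in hippocampus, r fell to 0.391, so the relation rests largely on them. Ntpcr, a nucleoside triphosphatase, kept r = 0.948 without NZB and RIII after r = 0.979 (permutation p = 1e-05) with rho = 0.217 (permutation p = 0.0342). Its r was 0.221 over 30 BXD and 0.0963 over 28 AXB/BXA strains, against 0.9925 over 27 classical inbred strains. The high r thus lay among the classical strains, and leaving out 2 strains does not show how few of them carry it.
Of the 11746 probes, 5022 correlated positively between the tissues and 13 negatively at an adjusted p under 0.05 (two-sided test of Pearson's r, Benjamini-Hochberg). The median r was 0.188, and r exceeded 0.5 for 1778 probes and 0.8 for 441. When the strains were paired at random across tissues in 100 draws, the median number of probes past the threshold was 1 and the highest 2671.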

There was strong overlap in the *cis *eQTLs of the two tissues with 1,641 in common (*χ*^2 ^= 11,831, *df *= 1, *P *< 10^-300^) indicating that transcription regulation due to polymorphism is strongly preserved between tissues. Interestingly, the set of *cis *eQTLs unique to hippocampus was enriched in genes from the gene ontology (GO) category [24] involved in the "positive regulation of behavior" (*Q *= 1.8 × 10^-3^). 

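Among the probes with the strongest cis eQTLs in both tissues, that of Lrrc57, a leucine-rich repeat protein, was high in 74 strains and low in 22. Zfp330, a zinc finger protein, was high in 35 strains and near background in 61, and 94 of the 96 strains were at the same level in both tissues. Pdrg1, a protein regulated by p53 and DNA damage, was high in 80 strains, and Il17d, a cytokine, in 73. Tesk1, a testis-associated kinase, was 16.3-fold higher in its 78 high strains in hippocampus and 15.7-fold higher in striatum. Mpv17l, a protein that acts on reactive oxygen species, was 9.02-fold and 6.56-fold higher in its 69 high strains. 
Of the paper's 100 probes with the strongest cis eQTLs in hippocampus (Table S2), 99 were detected in both tissues, and 98 of these fell into 2 separate levels across the hippocampus arrays. All 100 probes of the striatum list (Table S3) did so in striatum. Random lists matched on mean expression held at most 17 and 22 such probes among 10000 lists, and 67 probes were on both lists. The paper chose the lists on these samples, so the counts are not independent evidence. Every detected probe of either list correlated positively between the tissues, counted over all probes as well as adjusted over the list alone. Levels in the parent strains were compared with the spread in the RI strains, which the choice of the lists on these samples also favours. Across the probes of Table S2, the difference between B6 and DBA and the SD over the 30 BXD strains had rho = 0.961, against at most 0.736 for random lists. The same rho was 0.919 for AJ with the 28 AXB/BXA strains and 0.935 for C3H with the 11 BXH strains. These correlations are across probes, which are not independent replicates. From the overlap of the cis eQTLs, the paper concludes that the effect of polymorphism on transcription is kept between these tissues.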

The top 100 *cis *eQTLs in each tissue along with locations of their corresponding peak markers and minimum *P *values are provided in Additional file 1 (Tables S2 and S3).

The presence of a SNP within the 50mer probe sequence of the transcripts interrogated by the microarray might produce spurious false positive *cis *eQTLs due to a change in binding avidity. To investigate this possibility, we downloaded a list of 8,265,759 known SNPs from the Perlegen SNP Database http://mouse.cs.ucla.edu/mousehapmap and searched for each of these SNPs in the 25,697 probes on the Illumina microarray. 

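Other probes of the same gene can show how far a listed probe stands alone, if they bind elsewhere in the transcript. Rusc2, which encodes a protein with RUN and SH3 domains, has a pair of listed probes, and each was high in 72 strains and low in 24. Slc7a14, a lysosomal transporter, and Sema5a, an axon guidance protein, likewise have listed pairs with r above 0.5. By the paper's positions the probes of each of these pairs start within a few bases of each other. A polymorphism under one would mostly lie under the other too, so their agreement is no check on it. For Slc7a14 a probe outside the lists, whose position they do not give, had r = 0.813 with listed probe ILMN_2968123 in striatum. Mrpl10, a protein of the mitochondrial ribosome, had a further probe that varied in the opposite direction, with r below −0.2 in both tissues. Lcmt1, a methyltransferase of protein phosphatase 2A, had a further probe that hardly varied with the listed one, with r between −0.2 and 0.2. Igsf11, a cell adhesion protein, and Pdxdc1, a decarboxylase, had further probes on both sides.
In hippocampus, 57 pairs joined a probe of Table S2 with another detected probe of its gene. A pair with both probes listed, as for Rusc2, Sema5a and Abhd1, was counted from either side. In hippocampus such pairs had r of at least 0.92, so this double counting raises the median and the count above 0.5. The median r over strains was 0.530, with 31 pairs above 0.5, 12 between −0.2 and 0.2 and 6 below −0.2. Without AXB19b these were 33, 7 and 10 pairs, so the last 2 counts rest on that array. In striatum, 54 pairs with Table S3 had a median r of 0.639, with 30, 10 and 7 pairs in these ranges. As the listed probes had 2 levels, r here tells whether the other probe separates the same strains. Probes of one gene can bind different transcripts, so a low r does not by itself mark a polymorphism under the probe.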

Of the SNPs in this list, 3,841 probes contained at least one SNP. In the hippocampus, we observed 535 eQTLs with SNPs while 317 were expected proportionally (χ^2 ^= 22.0, *df *= 1, *P *< 2.7 × 10^-6^). The striatum also showed slight enrichment with 602 *cis *eQTLs exhibiting SNPs in probes with 372 expected (χ^2 ^= 3.0, *df *= 1, *P *= 0.08). Although probe SNPs did increase the number of observed *cis *eQTLs, the proportion was <15%, suggesting that >85% of *cis *eQTLs do not have evidence of being artifacts due to polymorphism. Of course, other naturally occurring polymorphisms likely exist that are not contained in the Perlegen SNP database and could also lead to false positive associations.

In the hippocampus, we mapped 481,099 *trans *eSNPs regulating a total of 5,325 unique probes, while in the striatum, we mapped *trans *619,418 eSNPs regulating a total of 15,348 unique probes. Using a counting algorithm (**METHODS**), we estimated these numbers corresponded to a total of 19,876 *trans *eQTLs in the hippocampus and 60,150 *trans *eQTLs in the striatum. Genome-wide probe/marker plots for each significant eSNP are provided in the Supplementary materials (Additional file 1 Figures S4 and S5). Selected *cis *and *trans *eQTLs from each tissue are shown in Figure 3A - 3D.

**Figure 3:**
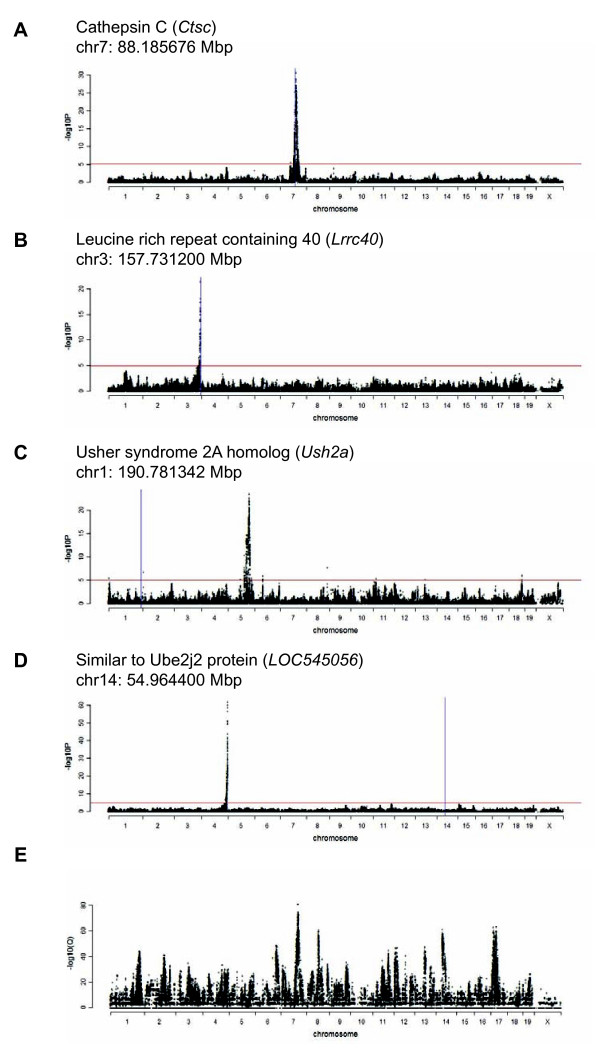
**Examples of *cis *and *trans *eQTLs in hippocampus and striatum**. **A) **Hippocampus *cis *eQTL. **B) **Striatum *cis *eQTL. **C) **Hippocampus *trans *eQTL. **D) **Striatum *trans *eQTL. Red horizontal line represents genome wide significance threshold of FDR < 5% for each tissue. Blue vertical line represents gene position. **E) **Degree of overlap between tissues for probes regulated by each marker between tissues at FDR < 5%. Significance shown as - log_10_(*Q*).

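Ctsc, which encodes the lysosomal protease cathepsin C, had 2 separate levels of signal in both tissues. Its probe ILMN_3008858 was high in 43 strains and low in 53, and all 96 strains were at the same level in hippocampus and striatum (permutation p = 1e-05, the smallest possible, adjusted p = 1e-05 over 28 probes). In hippocampus the mean log2 signal was 8.14 in the high and 4.93 in the low strains, and the low level lay near background. B6 was high, at 8.04 in hippocampus and 8.46 in striatum, while DBA, AJ and C3H were low in hippocampus, at 4.86, 4.72 and 5.11. Within the levels hardly anything was shared between tissues, with r = −0.0396 over the low and 0.0885 over the high strains. A second detected probe of Ctsc, ILMN_3008859, placed 92 strains at the same level in both tissues. Lrrc40, a leucine-rich repeat protein, was high in 46 strains and low in 50, and 85 strains were at the same level in both tissues. The remaining examples of Figure 3 carry no probe name that could be matched and were not analysed here.

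**Figure D1:**
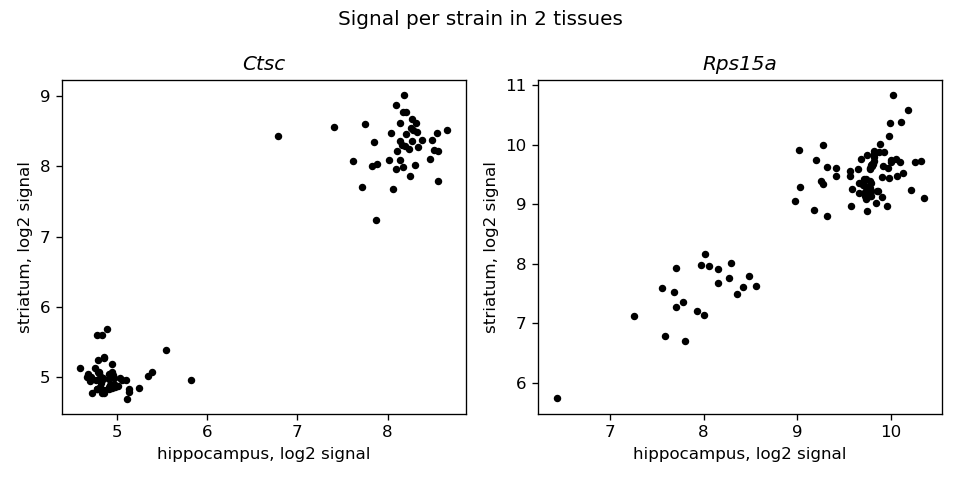
Log2 signal of Ctsc and Rps15a in hippocampus (x axis) and striatum (y axis), with 1 point per strain for the 96 strains with both arrays. For each gene the strains form 2 groups of points, and no strain is high in one tissue and low in the other.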

Comparison of our data with a recent eQTL survey in the hippocampus using heterogeneous stock mice [25] showed significant preservation of *cis *eQTLs (χ^2 ^= 1,171, *df *= 1, *P *= 1.1 × 10^-256^), while *trans *eQTLs did not show significant overlap. This discrepancy could be due to weaker effect sizes for *trans *eQTLs in general compared to *cis *or due to differing thresholds for significance. Previous studies also found that *trans *eQTLs replicated less frequently than *cis *[26,27]. A recent study of liver using the HMDP [9] found 2,691 *cis *eQTLs and 3,174 probes with at least one *trans *eQTL with *P *< 4.1 × 10^-6^. We detected similar numbers of *cis *eQTLs but more *trans *loci, even though the same significance threshold was employed for both types of eQTL. This discrepancy suggests differences in the regulatory networks of hepatic versus neural tissue and may reflect greater transcriptional complexity in the brain.

To survey whether *trans *gene regulation in hippocampus was similar to that found in the striatum, we compared the probes regulated by each marker across the two tissues. Using a 2 × 2 contingency table, we determined if a probe was regulated by each marker in the hippocampus or not (surpassing a global FDR of 5%) and regulated by the same marker in the striatum or not. There was a significant overlap in the genes regulated by each marker across the tissues (Fisher's Exact Test, *df *= 1, median omnibus -log_10_(*Q*) = 4.1), suggesting strong similarities in the regulatory networks of the two tissues. A genome-wide plot of the -log_10_(*Q*) of the degree of overlap between tissues for genes regulated by each marker between tissues is shown in Figure 3E. Some markers clearly show better preservation of regulated probes than others. For instance a SNP on chromosome 7 at 104.063430 Mb regulates 33 unique genes in the hippocampus and 36 genes in the striatum, with 29 of the genes in common. These hubs may have strong control of expression across different tissues. Despite the significant overlap, differences in regulation are likely important in delineating the cellular disparity between hippocampus and striatum.

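Genes of medium spiny neurons, the main neurons of striatum, differed strongly between the tissues. Rgs9, which ends signalling by G proteins at dopamine receptors, was 44.3-fold higher in striatum, a log2 difference of 5.47 (standard error 0.09, adjusted p = 9.55e-128 from limma). Drd1, the dopamine receptor D1, was 23.6-fold higher, and the precursor genes Tac1 and Pdyn were 17.0-fold and 9.24-fold higher. Ido1, an enzyme of tryptophan breakdown, was detected on 97 striatum arrays and on only 3 hippocampus arrays, so its fold is not known. C1ql2, a synaptic protein of the complement family, was 19.0-fold higher in hippocampus. The peptides Cck and Vip were 5.12-fold and 3.95-fold higher in hippocampus, as were Fibcd1, at 5.62-fold, and Prox1, a marker of dentate granule cells, at 3.37-fold.
All 12 detected striatal marker genes were higher in striatum and 6 of 7 hippocampal markers were higher in hippocampus, and the counts adjusted over the list alone were the same. Of 13 neuropeptide genes, 3 were higher in hippocampus and 2 in striatum. None of 10 oligodendrocyte genes passed 2-fold, but 9 were higher in striatum at any fold, such as Fa2h, which makes myelin lipids, at 1.92-fold. The immediate-early gene Egr2, which neuronal activity induces, was 4.04-fold higher in striatum. Over all 12775 probes detected in either tissue, 498 were higher in hippocampus and 450 in striatum at an adjusted p under 0.05 and at least 2-fold. These were 240 and 199 on the authors' processed values, 239 and 226 without background correction, 452 and 503 with median centring and 4688 and 4934 with no fold threshold, so which tissue has more depends on the setting. The arrays of the tissues were normalized jointly, and the hippocampus values had been normalized by the authors before. In the striatum array of strain KK the striatal markers had a mean log2 signal of 8.53, against a median of 12.13 over the striatum arrays and at most 8.99 in hippocampus.

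**Figure D2:**
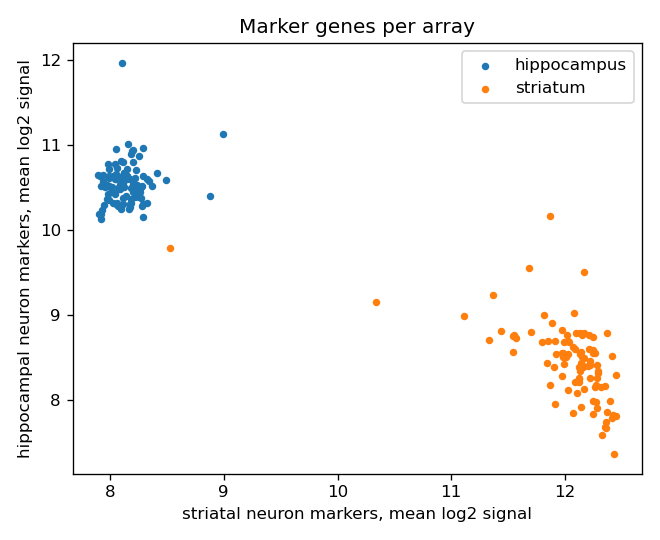
Mean log2 signal of the striatal markers (x axis) and the hippocampal markers (y axis) on each array, with 1 point per array and the tissue by colour. The striatum array of KK, at 8.53 for the striatal markers, lies beside the hippocampus arrays on that axis. The next lowest striatum array, of BXH22, is at 10.34.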

### Weighted gene correlation network analysis (WGCNA)

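Networks were built for each tissue from the array values of all strains, 99 in hippocampus and 97 in striatum, over the probes detected in both tissues, while the paper's networks used 94 strains per tissue. WGCNA was rebuilt without its reassignment of probes and otherwise with settings chosen here, since the paper's text does not give them: an unsigned network at a power of 6, topological overlap, average linkage, and modules of at least 30 probes that were merged at an eigengene correlation above 0.85. No array was left out. The hippocampus array of strain AXB19b stands apart, with a median rank correlation of 0.615 with the other hippocampus arrays, as do the striatum arrays of SM, at 0.856, and NZW, at 0.890, while all others lay at or above 0.914. Values without these 3 arrays, an alternative chosen after seeing the data, are given beside values that rest on them. Rank correlations here are over the signal of all probes.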

We looked at the large scale organization of gene co-expression networks in the hippocampus and striatum microarray datasets. Weighted gene co-expression network analysis is a data reduction method that groups genes into modules in an unsupervised manner based on self-organizing properties of complex systems. These co-expression networks are based on topological overlap between genes while considering the correlation genes have with each other and the degree of shared connections within the network. This method has been used in several recent systems genetics studies to reveal functional gene networks [28,29].

We identified 30 modules in hippocampus containing 39 to 8,445 genes and 25 modules in the striatum containing 34 to 14,582 genes (Additional file 1 Table S4). 

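In hippocampus the largest module held 1297 probes and was led by Ndufs4 and Ndufc2, subunits of respiratory complex I, and Asah1, a lysosomal ceramidase. It held 28 of 68 genes of oxidative phosphorylation (Fisher's exact test, adjusted p = 1.24e-06 over 260 tests) and 19 of 53 genes of the cytosolic ribosome (adjusted p = 0.00217). Strain AXB19b alone made up 96.6% of the variance of its eigengene, so the module describes that array. In striatum the module led by Pnrc2, a mRNA decapping cofactor, and Ccnc, a cyclin of the Mediator complex, held 20 of the oxidative phosphorylation genes (adjusted p = 4.79e-08 over 240 tests), and strain SM made up 86.1% of its eigengene. Without AXB19b, SM and NZW no striatum module was enriched in oxidative phosphorylation and no module of either tissue in the ribosome, and a hippocampus module of 94 probes held 5 of the 68 genes (adjusted p = 0.0281). Modules led by Mrpl50 and the proteasome subunit Psmc5 in hippocampus and by Brox and Mrpl43 in striatum rested on the wild-derived strain CAST, which made up 94.99% and 94.56% of their eigengenes.
There were 13 modules of 49 to 1297 probes in hippocampus and 12 modules of 31 to 807 probes in striatum. A further 70.8% and 69.1% of probes joined no module. In 10 draws of 80 strains with the 5000 most variable probes, the number of modules varied from 7 to 11 in hippocampus (SD 1.10) and from 8 to 10 in striatum (SD 0.789). Without the 3 arrays that stand apart there were 17 modules in hippocampus and 13 in striatum, where the largest held 5164 probes and 38.7% of probes joined none.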

The largest module in each tissue is the grey module which is reserved for genes that do not separate into any other modules (noise genes). The hippocampus expression data organized into five more modules than the striatum. This finding could reflect a greater cellular heterogeneity of the hippocampus compared to the striatum, as module construction can tease apart patterns of differential expression in mixtures of cell types [30]. 

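Cell types could be recognised in few modules. All 9 detected choroid plexus genes, among them Otx2, a transcription factor of that epithelium, and the water channel gene Aqp1, fell into a single module of 66 probes in hippocampus (adjusted p = 2.37e-18) and a single one of 115 probes in striatum (adjusted p = 2.63e-16). In striatum 8 of 10 striatal neuron genes, such as Drd1, Drd2 and Ppp1r1b, which act in dopamine signalling, formed a module of 31 probes (adjusted p = 6.30e-17). The array of strain KK made up 50.5% of that module's eigengene. The mean pairwise correlation of these 10 genes in striatum was 0.721, and 0.549 without KK, which was left out after seeing the data, against 0.0999 in hippocampus. The difference between tissues did not pass the test (swapping the tissues within strains, p = 0.0637, adjusted p = 0.425 over 20 lists), though it did with Spearman's rho (adjusted p = 8e-04). Oligodendrocyte genes had a mean pairwise correlation of 0.398 in hippocampus and 0.296 in striatum, above 99.67% and 99.96% of random lists. For microglia markers these means were 0.0574 and 0.133, for astrocyte markers 0.0451 and 0.0562, for endothelial markers 0.0388 and 0.0495, and for hippocampal neuron genes 0.198 and 0.189. With AXB19b, SM and NZW left out they were 0.133 and 0.168 for microglia, 0.0327 and 0.0618 for astrocytes, 0.0557 and 0.0501 for endothelium and 0.0817 and 0.0665 for hippocampal neurons. Members of opposite sign pull such a mean toward 0: in hippocampus C1qc had r = 0.932 and Aif1 −0.627 with the first component of the microglia list, and Flt1 0.743 and Ly6c1 −0.740 with that of the endothelial list. With AXB19b, SM and NZW left out, the 4 hippocampus genes with the largest values were positive in both lists, led by C1qc at 0.882 and Slco1c1 at 0.784.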

There were other differences in co-expression networks between the two tissues. For instance the sienna3 module in the hippocampus was not preserved in striatum. This module was significantly enriched in neuropeptide hormone activity (*Q *= 6.25 × 10^-6^) and oxygen binding (*Q *= 3.68 × 10^-4^) indicating that these molecular classes may play important roles in hippocampal function.

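Tac1, the precursor of substance P, was the neuropeptide gene that varied most with the others in hippocampus (r = 0.774 with their first component), followed by Sst, which encodes somatostatin, at 0.641, and Cck, which encodes cholecystokinin. With AXB19b, SM and NZW left out this order changed to Cartpt, the precursor of an appetite peptide, at 0.770, and Tac1 at 0.756, and Sst and Cck were no longer among the first 4. In striatum Cck and Vip rose together, at 0.853 and 0.815, while Pdyn, the precursor of dynorphins, ran against them, at −0.656. Slc17a7 and Neurod2, genes of excitatory neurons in hippocampus and cortex, also varied strongly together in striatum, with r = 0.948 and 0.946 with the first component of their list. Whether the peptides follow them was not tested. Over the 11 detected neuropeptide genes the mean pairwise correlation was 0.118 in hippocampus, above 96.9% of random lists matched on expression, and 0.0123 in striatum, above 68.4%. The difference of 0.105 had p = 0.00074 when the tissues were swapped within strains (adjusted p = 0.0148 over 20 lists), and no other list passed. On the values as the authors processed them the difference was 0.0682 and did not pass (adjusted p = 0.324), nor did it with median centring, at 0.110 (adjusted p = 0.320).
Of the oxygen carriers, Hba-a1 and Hbb-bt, which encode chains of haemoglobin, and Alas2, which starts haem synthesis in red cells, rose together, while Hbb-b2 ran against them in striatum, at −0.572. In hippocampus its r was −0.382, and −0.100 without AXB19b, SM and NZW. The first component of these 4 genes correlated between the tissues across the 96 strains with r = 0.848 and rho = 0.853 (permutation p = 1e-05 for each, the smallest possible, adjusted p = 4e-05 over 20 lists) and r = 0.844 without AXB19a and BXD32. Their mean pairwise correlation was 0.144 in hippocampus and 0.0928 in striatum (p = 0.208, adjusted p = 0.965). No hippocampus module held more neuropeptide genes than chance gives at an adjusted p under 0.05. Hbb-b2 and Hbb-bt shared a hippocampus module of 39 probes once the 3 arrays were left out (2 of 4 genes, adjusted p = 0.00865). That module held 12 genes within 100 consecutive genes, against at most 4 in random sets, so linked genes cannot be told apart from a shared function.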

To evaluate the degree of module conservation across the hippocampus and striatum, we calculated Z scores for preservation of each module using the hippocampus as a reference. The Zsummary statistic encapsulates evidence that a network module is preserved between a reference and a test network based on aspects of within-module network density and connectivity patterns [31]. Lower Z.summary.pres scores imply module differences while larger ones indicate preservation. 

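The hippocampus module best preserved in striatum was led by Atp6ap2, an accessory subunit of the vacuolar proton pump, and Rbbp7, a histone-binding protein, with a Zsummary of 109.5. Of its 243 probes, 209 lay in a single striatum module. The AXB19b array made up 48.6% of the eigengene of this hippocampus module. Without AXB19b, SM and NZW a module of 289 probes led by Necap1 and Atp6ap2 had a Zsummary of 131.2. Of these, 288 lay in the largest striatum module, of 5164 probes. With all arrays the choroid plexus module had a Zsummary of 18.8, and 59 of its 66 probes were in the choroid plexus module of striatum. The least preserved module was led by Nsd1, a histone methyltransferase, and Kcna1, a potassium channel of axons, with a Zsummary of 5.48 over 114 probes. The largest module, that of AXB19b, had a Zsummary of 39.4.
Of the 13 hippocampus modules 12 had a Zsummary above 10, none was under 2, and the median was 20.8. Without AXB19b, SM and NZW 13 of 17 modules were above 10 and none was under 2, with a median of 17.4. On the authors' processed values 12 of 18 were above 10. The highest Zsummary depended on the setting, from 35 with median centring to 135.8 in the signed network. Each module was compared with 100 random sets of probes of its size, and modules over 1000 probes were sampled down to 1000. Size and Zsummary had rho = 0.559 across the modules, which share probes and strains and so carry no p here.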

Figure 4 demonstrates that most gene co-expression modules showed some degree of preservation across hippocampus and striatum, with larger modules showing better preservation than smaller ones.

**Figure 4:**
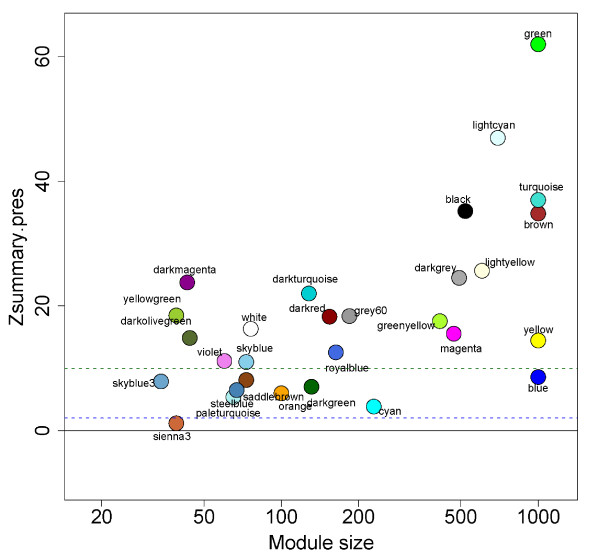
**Gene co-expression module preservation across hippocampus and striatum**. Modules were constructed separately for each tissue and preservation assessed by Zsummary score using hippocampus modules as reference set. Larger modules tended to be better preserved across tissues.

The gene expression properties of each of these modules can be condensed into module eigengenes (MEs) which represent the first principal component of each module [32,33]. By correlating these MEs to behavioral phenotypes, we were able to identify groups of genes with relationships with aspects of conditional fear. Figure 5 shows the correlation of each ME in the hippocampus with the behavioral phenotypes of cued and context immobility (B25 and B44). We focused on hippocampus, as this tissue has been previously implicated in learning, memory, and fear [34].

**Figure 5:**
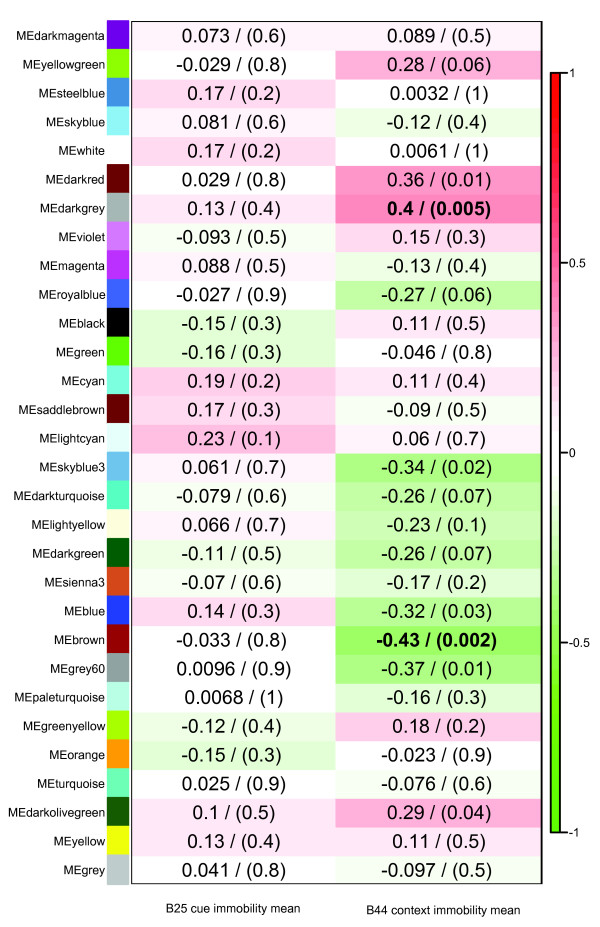
**Correlation of module eigengenes with cued and context immobility phenotypes in the hippocampus**. Columns represent cued and context immobility phenotypes and the rows represent MEs. Correlations between MEs and phenotype represented by colors ranging from red (high positive correlation) to green (high negative correlation). Correlation coefficient shown for each comparison with corresponding *P *value in parentheses. Two highlighted modules shown in boldface.

The context immobility phenotype (B44) showed the strongest correlations with two MEs in the hippocampus: brown (r = -0.43, *P *= 0.002, *Q *= 0.07) and darkgrey (r = 0.4, *P *= 0.005, *Q *= 0.08). We focus on these two modules for further analysis and annotate them context fear module 1 (CF1) and context fear module 2 (CF2) respectively. Notably, no MEs showed significant correlations with cued immobility (B25) even though cue and context immobility phenotypes clustered together (Additional file 1 Figure S1). This observation is consistent with the biology of cued immobility which relies on the amygdala but is hippocampal dependent [35].

We looked for functional enrichment of specific gene ontologies (GO) in the two selected context fear modules using the program GOEAST, which provides an FDR corrected *Q *value [36] score for enrichment in each category. The most highly represented ontologies are shown in Additional file 1 Tables S5 and S6. Genes in the intracellular portion of the cell were enriched in both modules (CF1: *Q *= 1.54 × 10^-16^, CF2: *Q *= 2.33 × 10^-8^), as were those involved in the mitochondrion (CF1: *Q *= 4.38 × 10^-6^, *Q *= 2.1 × 10^-3^). By contrast, classes of genes involved in metabolic processes and gene expression were specific to CF1. Genes involved in protein targeting and the rough endoplasmic reticulum were prominent in CF2 but not in CF1. Results of correlations between MEs and all quantified behavioral traits for the hippocampus and striatum are provided in Additional file 1 (Figures S6 and S7).

Genes within each module are prioritized according to their intramodular connectivity (the sum of connection strengths with other genes within the network). Those with a high degree of connectivity are considered hubs and can be viewed as important players in molecular pathways. There was a high correlation between the intramodular connectivity measures of each gene across the hippocampus and striatum (*r *= 0.53, *P *< 2.2 × 10^-16^) indicating strong similarities in the transcriptional networks of these neural tissues.

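Atp6ap2 and Rbbp7 were among the most connected genes in striatum, at the percentiles 100 and 99.97 of all probes, beside Rsl24d1, a factor of ribosome assembly. In hippocampus these probes lay at 91.8 and 91.3, other probes of Atp6ap2 at 97.0 and 94.7, and another of Rbbp7, at 99.96 in striatum, at 75.0. In hippocampus the most connected genes were Ndufs4 and Drg1, a GTPase that binds the ribosome, which reached 94.4 and 97.2 in striatum. Ndufs4 fell to the percentile 90.5 in hippocampus without AXB19b, SM and NZW, and Drg1 to 81.8. Probes of Rbbp7 then had the highest connectivity in both tissues.
Across the 11746 probes the connectivity in the whole network correlated between the tissues with r = 0.368 and rho = 0.480. Among the 1837 probes that lay in a module in both tissues, intramodular connectivity had r = 0.107. In 10 draws of 80 strains, with modules built on the 5000 most variable probes, r for intramodular connectivity had an SD of 0.163. Without the AXB19b array r for the whole network was 0.574, and without the 3 arrays 0.672, with r = 0.389 for intramodular connectivity over 2663 probes. These correlations are across probes, which are not independent replicates, so no p is given. From the correlation of intramodular connectivity in its own networks, the paper concludes that the transcriptional networks of these tissues are much alike.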

The gene mitogen-activated protein kinase 1 (*Map2k1*) was one of the most highly connected genes in CF1 and has been previously implicated in long-term synaptic plasticity and memory [37]. The gene proteasome (prosome, macropain) 26 S subunit, non-ATPase, 6 (*Psmd6*) acted as another hub in CF1, while in CF2, the genes ubiquitin-conjugating enzyme E2A (*Ube2a*), nuclear factor I/B (*Nfib*), and ubiquitin specific peptidase 33 (*Usp33) *had the strongest intramodular connectivity and served as hubs for this module. These results suggest a role for targeted protein degradation in pathways associated with context dependent fear, consistent with a recent study that showed that synaptic protein degradation through polyubiquitination underlies the destabilization of retrieved fear memory [38]. 

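Map2k1, a kinase that activates the ERK pathway, lay at the percentile 66.6 of whole-network connectivity in hippocampus and 74.1 in striatum. Psmd6, a subunit of the proteasome's regulatory particle, lay at 68.8 and 77.5 by its probe ILMN_1241910 and at 54.0 and 55.2 by ILMN_1254132. Ube2a, a ubiquitin-conjugating enzyme, lay at 92.3 in hippocampus, where it joined no module, and was among the most connected of its module in striatum, at the intramodular percentile 99.8 of 807 probes. The array of SM made up 59.4% of the eigengene of that striatum module. Without AXB19b, SM and NZW Ube2a lay in striatum at the intramodular percentile 90.3 of another module, of 257 probes. Nfib, a transcription factor of the developing brain, was at the intramodular percentile 96.6 of its module of 408 probes in hippocampus. Usp33, which removes ubiquitin from proteins, lay at 44.1 in hippocampus and joined no module of either tissue. AXB19b decided most of these hippocampus values. Without the 3 arrays Map2k1 reached the whole-network percentile 99.7 and Psmd6 99.1 and 94.8 by its 2 probes in hippocampus. Within their modules they lay lower, Map2k1 at the intramodular percentile 62.8 of 94 probes and Psmd6 at 80.35 and 47.0 of 519. Ube2a, Nfib and Usp33 joined 1 module of 475 probes at the intramodular percentiles 99.6, 95.4 and 91.0 (3 of 3 genes, Fisher's exact test, adjusted p = 0.00957). The paper chose these 3 genes as hubs of 1 module on hippocampus arrays of this series, so their shared module is not independent evidence.
Map2k1 correlated between the tissues with r = 0.697 and rho = 0.714, and r was 0.683 without BTBR and BXH22. Usp33 had r = 0.568 and rho = 0.609, with r = 0.569 without AXB15 and AXB19a and 0.371 with strain set means removed, and Psmd6 (ILMN_1241910) r = 0.549 and rho = 0.604, with r = 0.602 without AXB19b and DBA (permutation p = 1e-05 for all, adjusted p = 1.31e-05 over 46 probes). The other Psmd6 probe, ILMN_1254132, had r = 0.366 (permutation p = 0.00022, adjusted p = 0.000274) and rho = 0.395 (permutation p = 1e-04), with r = 0.383 without AXB19b and BXH22. For Nfib r was 0.219 (permutation p = 0.0346, adjusted p = 0.0388, but 0.0720 over all 11746 probes) and rho 0.261 (permutation p = 0.0102), with r = 0.346 without AXB19b and BXA24 and 0.145 with median centring. For Ube2a r was 0.126 (permutation p = 0.166, adjusted p = 0.178) and rho 0.587 (permutation p = 1e-05), and r rose to 0.433 without AXB19b and BTBR. On the authors' processed values r was 0.285 and passed (adjusted p = 0.0140 over all probes).
Ube2a, Nfib and Usp33 had a mean pairwise correlation of 0.605 in hippocampus and 0.619 in striatum, above 97.5% and 99.9% of random lists. The paper's choice of these genes favours the hippocampus value. Over 17 ubiquitin-conjugating enzymes the mean pairwise correlation was 0.372 and 0.259, above all random lists, and in hippocampus 0.159 without the 3 arrays. Over 33 proteasome subunits it was 0.0508 and 0.0312, and over 28 ubiquitin-specific peptidases 0.113 and 0.0229. None of these 4 lists passed the test of a difference between the tissues (p = 0.934 for the 3 hubs, 0.869 for the conjugating enzymes, 0.265 for the proteasome and 0.403 for the peptidases, adjusted p = 0.965 for each over 20 lists). The peptidases did pass on the authors' processed values (adjusted p = 0.00580) and with Spearman's rho (adjusted p = 0.0246).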

Other co-expressed genes identified in these modules may also play critical roles in the molecular mechanisms governing learning and memory. Complete details for the gene co-expression network analysis for each tissue and the corresponding measures of intramodular connectivity for each gene can be found in Supplementary materials (Additional file 2).

### MEs as quantitative traits

Each module eigengene can be considered a quantitative trait, allowing for mapping of SNPs associated with variation in groups of co-expressed genes. This strategy reveals loci that perturb the expression of gene modules with hopes of uncovering key drivers for traits of physiological relevance [39]. Mapping results that survive a Bonferroni correction for all 101,629 markers are summarized in Table 2. Loci regulating six MEs in the hippocampus were mapped, of which four were preserved in the striatum and two were specific to hippocampus. The first hippocampal specific locus regulated the darkolivegreen module and mapped to a SNP on chromosome 7 within the intron for the gene TEA domain family member 1 (*Tead1*), a gene known to be associated with transcription factor complexes. This module was enriched in the cellular component flotillin complex (*Q *= 4.90 × 10^-6^) and the molecular function calmodulin-dependent protein kinase activity (*Q *= 4.77 × 10^-5^). 

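Camk1d, Camk2g and Camk1, kinases that calcium activates through calmodulin, varied most with the first component of the list of flotillins and CaM kinases in hippocampus, with r from 0.864 to 0.886. Leaving out AXB19b, SM and NZW put Camk2d, at 0.781, and Flot1, a scaffold protein of membrane rafts, at 0.738, in their place. In striatum Camk1 and Flot1 led, at 0.882 and 0.804. Of the 11 genes 1 was higher in hippocampus, Camk2d at 2.14-fold, and 2 in striatum, and the counts adjusted over the list alone were the same. Camkk2 was 2.03-fold higher in striatum. Camk4, which acts on transcription in the nucleus, was detected on 78 striatum arrays and on only 21 hippocampus arrays, so its fold is not known. The mean pairwise correlation of the 11 genes was 0.104 in hippocampus and 0.0472 in striatum, above 89.9% and 90.2% of random lists. The difference between the tissues did not pass the test (p = 0.572, adjusted p = 0.965 over 20 lists). Without the 3 arrays Camk1, Camk2d, Camk2g and Flot1 fell into 1 striatum module of 272 probes (4 of 11 genes, Fisher's exact test, adjusted p = 0.01). Tead1, a transcription factor of the Hippo pathway, was not detected.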

The second hippocampal specific locus regulated the white module and mapped to a SNP on chromosome 1 at 173.121821 Mb. This module consisted of genes involved in the positive regulation of the acute inflammatory response to antigenic stimulus (*Q *= 4.54 × 10^-5^).

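Fcer1g, the signalling chain shared by Fc receptors, and Fcgr3, a low-affinity receptor for IgG, varied in opposite directions across strains in both tissues. Their r with the first component of the Fc receptor list was 0.895 and −0.886 in hippocampus and 0.947 and −0.920 in striatum. Fcgr2b, the inhibitory receptor for IgG, varied little with them, at 0.0367 and 0.219. The strains fell into 2 levels of this component, 48 high and 48 low in hippocampus, and 92 of 96 strains were at the same level in striatum (permutation p = 1e-05, the smallest possible, adjusted p = 1e-05 over 2 lists with such levels). A probe of Fcer1g is on both of the paper's lists of strongest cis eQTLs, chosen on these samples. The levels are thus not independent evidence on Fc receptors as a group. The mean pairwise correlation of the 3 detected genes was −0.107 in hippocampus and −0.194 in striatum. The test between the tissues was not passed (p = 0.397, adjusted p = 0.965 over 20 lists). None of the 5 genes of the list that were detected in either tissue differed between tissues by 2-fold.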

**Table 2:** Loci regulating module eigengenes and significance

Hippocampus module	Striatum module	Chromosome	Base Position	Hippocampus *P *valve	Striatum *P *valve
darkmagenta	paleturquoise	17	24,843,527	9.38 × 10^-28^	1.75 × 10^-22^
yellowgreen	saddlebrown	17	33,901,252	2.31 × 10^-26^	3.34 × 10^-32^
skyblue3	skyblue	8	125,688,170	1.93 × 10^-18^	3.52 × 10^-15^
Orange	steelblue	14	50,200,200	1.87 × 10^-31^	9.56 × 10^-42^
darkolivegreen	-	7	108,611,544	2.28 × 10^-29^	-
White	-	1	173,121,821	1.18 × 10^-21^	-

The module with the strongest association to physiologically relevant GO categories that also possessed regulatory loci for both tissues was the yellowgreen module in the hippocampus (saddlebrown in striatum). This module was enriched in antigen processing and presentation (*Q *= 1.61 x10^-21^) and MHC protein complex (*Q *= 3.10 × 10^-19^). This module may play a role in synaptic remodeling, as neuronal MHC class I molecules were recently found to regulate synapses in the central nervous system in response to activity [40]. 

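H2-T23, a nonclassical MHC class I molecule that inhibits NK cells, and H2-T10, another one recognised by T cells, varied in opposite directions. Their r with the first component of the list of MHC class I and antigen presentation genes was 0.931 and −0.893 in hippocampus and 0.906 and −0.858 in striatum. H2-K1, a classical class I molecule, followed H2-T23 in hippocampus, at 0.365, and B2m, the chain common to class I molecules, did so in striatum, at 0.388. The strains fell into 2 levels, 73 high and 23 low in hippocampus, and 88 of 96 were at the same level in striatum (permutation p = 1e-05, adjusted p = 1e-05). A probe of H2-T10 is on the paper's striatum list of strongest cis eQTLs, chosen on these samples, which favours such levels. Since members ran in opposite directions, the mean pairwise correlation of the 9 genes was near 0, at 0.00313 and 0.00414. With all arrays no module was enriched in the list. Without the 3 arrays that stand apart, a hippocampus module of 38 probes held H2-K1, H2-Q8, H2-T10, H2-T23 and Psmb9, a subunit of the immunoproteasome (5 of 9 genes, Fisher's exact test, adjusted p = 1.34e-08), with a Zsummary of 9.13 in striatum. Of MHC class II genes 1 of 7 was detected in both tissues, so that list was not tested.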

Interestingly, the regulatory locus for this module was identical for hippocampus and striatum. 

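Flotillin 1 (Flot1) has a pair of detected probes, which behaved differently across strains. Probe ILMN_1241618 correlated between hippocampus and striatum with r = 0.545 and rho = 0.659 (permutation p = 1e-05 for each, adjusted p = 1.31e-05 over 46 probes), and r was 0.639 without AXB19b and RIII, 0.348 on the authors' processed values and 0.365 with median centring. For probe ILMN_2702464 r was 0.0148 (permutation p = 0.873) and rho 0.195 (permutation p = 0.0576), and r stayed at 0.0529 without AXB19b and AXB6. In neither tissue did a Flot1 probe fall into 2 separate levels.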

A potential candidate for this locus was flotillin 1 (*Flot1*), a gene with a *cis *eQTL in both hippocampus and striatum ~24 kb away from this peak marker. This gene product has been found to accumulate in tangle-bearing neurons of Alzheimer's disease [41] and may play a role in learning. In addition, the flotillin complex featured in the darkolivegreen module regulated by a hippocampal locus (above). Other genes in these identified modules should be examined as potential players in the molecular pathways for fear conditioning.

### Network edge orienting: prioritizing directed trait networks

To look for relationships between genetic variation, differences in gene expression, and behavioral phenotypes, we employed the Network Edge Orienting (NEO) [42] algorithm. Using SNP markers as causal anchors, NEO assigns directionality to trait networks and provides a way to prioritize genes with expression profiles that are coincident with quantitative behavioral phenotypes (Figure 6A).

**Figure 6:**
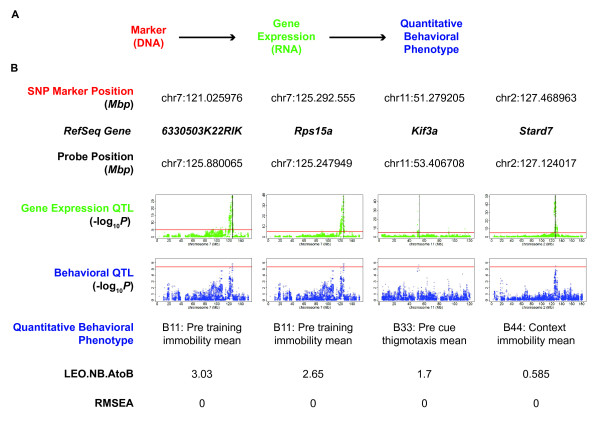
**Selected causative genes in the hippocampus found using network edge orienting**. **A) **Model fitted by NEO software implicates a marker (DNA) as causal for a phenotypic trait through expression of a gene (RNA) **B) **Thresholds for FDR < 5% shown as red horizontal lines. Vertical black lines indicate the start position of the gene. *6330503K22RIK, Rps15a*, *Kif3a*, and *Stard7 *are genes with local markers that perturb gene expression levels, which in turn contribute to fear phenotypes.

We performed a NEO single marker analysis on markers with an FDR < 10% in the behavioral QTL mapping. The software uses structural equation modeling to fit five models: causal, reactive, independent, and two confounded models. NEO compares the best fitting model relative to the next best fitting model, yielding a log_10 _likelihood ratio, LEO.NB.AtoB, for each significant SNP for each of the behavioral endpoints. Values greater than 0.3 for this score indicate that the causal model fits the input data twice as well as the next best model; a score of 1 indicates a ten-fold better fit. The measure RMSEA.AtoB is an index of model fit, with values < 0.05 representing a good fit.

Figure 6B shows the results of NEO analysis in the hippocampus. The results indicate that two SNP markers located on chromosome 7 regulate the expression of two nearby genes on chromosome 7 (*630503K22RIK *and *Rps15a*) which in turn influence the immobility of the animals before training (B11: Pre training immobility mean).

Genetic variation at a SNP on chromosome 11 at 51.279205 was also shown to influence the expression of the nearby gene kinesin-like protein 3A (*Kif3a*) which then contributed to variation in thigmotaxis (B33: Pre cue thigmotaxis mean). 

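Kif3a, a motor subunit of kinesin-2, was read by a pair of detected probes. Probe ILMN_2621148 was high in 83 strains and low in 13, with levels 3.43-fold apart in hippocampus. The other, ILMN_2765513, had no separate levels. Rps15a, a protein of the small ribosomal subunit, was high in 74 strains, with a mean log2 signal of 9.76, and low in 22, at 7.92. B6 had 9.65 and DBA 7.93, the levels of the high and the low strains. For 6330503K22Rik, which the gene names used here list as Ccp110, a protein of centrioles that restrains the growth of cilia, probe ILMN_3006575 was high in 75 strains and low in 21, 3.20-fold apart. A further probe of this gene, ILMN_1228426, had no separate levels. The behavioural measures were not used here, so the step from expression to immobility or thigmotaxis has no value here. From models that pass from marker through expression to behaviour, the paper concludes that these genes contribute to the traits.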

*Kif3a *is a kinesin gene involved in moving axon cargo [43] and has been implicated in amyotrophic lateral sclerosis, a disease involving degeneration of motor neurons [44].

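START domain-containing 7 (Stard7) encodes a protein that carries phosphatidylcholine to mitochondria. Its probe ILMN_2676066 was high in 65 strains and low in 31, with levels 7.97-fold apart in hippocampus and 9.43-fold in striatum. B6 had a log2 signal of 10.57 in hippocampus and DBA 6.64, and 94 of 96 strains were at the same level in both tissues. Another probe of the gene, ILMN_2789125, had no separate levels, and its correlation between the tissues was weaker, with r = 0.235 (permutation p = 0.0252, adjusted p = 0.0297 over 46 probes) and rho = 0.299 (permutation p = 0.00339), and r = 0.272 without AXB19b and BTBR. Over all detected probes its adjusted p was 0.0498, and it no longer passed on the authors' processed values (0.0650), with median centring (0.0512), over all probes of the array (0.0879), without CAST (0.0504) or with strain set means removed (0.104).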

Variation at a SNP on chromosome 2 resulted in a change in expression of the gene START domain-containing 7 (*Stard7*) which then influenced immobility induced by a novel context (B44 Context immobility). 

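In striatum the level of each of these genes matched that in hippocampus. For Kif3a (ILMN_2621148) and for Rps15a each of the 96 strains was at the same level in both tissues, and for Ccp110 (6330503K22Rik, ILMN_3006575) 93 were. The striatum levels lay 4.95-fold, 4.13-fold and 2.99-fold apart. Every one of these assignments had a permutation p of 1e-05, the smallest possible (adjusted p = 1e-05 over 28 probes). The Kif3a probe is on both of the paper's lists of strongest cis eQTLs, chosen on these samples. The Rps15a probe is on the hippocampus list and the Ccp110 probe on the striatum list, so such agreement was favoured beforehand. In striatum Ccp110 and Rps15a also shared a module of 31 probes with Ctsc, the mitochondrial ribosomal gene Mrpl48 and the ribosomal gene Rps3 (2 of the 5 genes of the NEO list, adjusted p = 0.00323 over 240 tests). Without AXB19b, SM and NZW they shared a module in hippocampus as well (adjusted p = 0.00957). By the paper's positions these 2 genes lie near each other on the same chromosome. The striatum module also held 9 genes within 100 consecutive genes, against at most 3 in random sets, and the hippocampus module 12, against at most 4. Linked genes are not independent in Fisher's exact test, so the sharing of a module does not single out the NEO list. The other probes of Kif3a and Ccp110 were less alike between the tissues. For the other Kif3a probe r was 0.287 (permutation p = 0.014, adjusted p = 0.0169 over 46 probes) and rho 0.313 (permutation p = 0.00226), with r = 0.428 without AXB19b and BUB. It did not pass on the authors' processed values (r = 0.103), with median centring (r = 0.113) or with strain set means removed (r = 0.227). For the other Ccp110 probe r was 0.220 (permutation p = 0.033, adjusted p = 0.0379, but 0.0700 over all 11746 probes) and rho 0.465 (permutation p = 1e-05), with r = 0.331 without AXB19b and BXD14, 0.236 without background correction, where it passed over all probes (adjusted p = 0.0476), and 0.0914 with median centring.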

The genes *6330503K22RIK *and *Kif3a *also appear as strong candidates for fear related behavior in the NEO analysis for the striatum (Additional file 1 Figure S8), underscoring the similarity of transcriptional regulation in the two tissues.

## Discussion

Fear conditioning provides an opportunity to survey a range of clinically relevant processes including short and long-term memory, context generalization, and memory extinction, making it an efficient tool with which to probe the genetics of fear dependent behavior. To map fear related QTLs, we subjected a population of inbred mouse strains to a standard fear conditioning procedure and follow-up memory tests. We then combined behavioral phenotype data with SNP genotypes and tissue specific gene expression to search for candidate genes and related networks associated with fear phenotypes. Across 48 behavioral endpoints, we mapped a total of 27 QTLs, highlighting the complexity of behavioral regulation and showcasing the value of HMDP for mapping fear loci.

The inbred strains of the HMDP were not randomly selected, but were, in fact, carefully chosen to avoid, insofar as possible, high correlation of non-linked genome segments. Nevertheless, there are some shared segments across the genome due to bottlenecks in the breeding and the history of the strains. EMMA endeavors to correct for these artifacts in the association analysis. However, some caution should be applied to the interpretation of the mapping results, since bias may remain which cannot be overcome by the analysis of the data.

The strongest behavioral QTL in our investigation was for the phenotype cue immobility and had two peak markers on chromosome 7. These markers were located in the adjacent genes *Tyr *and *Grm5 *and had identical *P *values of 4.4 × 10^-9^, yet there were recombination breakpoints between them. Many HMDP strains have mutations in *Tyr *and are albino, resulting in possibly learning and memory deficits due to decreased visual acuity. However, a study that examined this allele specifically showed that it plays only a minor role in cue immobility and that additional loci are likely to influence fear conditioning [16]. *Grm5 *is an attractive candidate gene for this locus, since it has previously been shown to be involved in hippocampal LTP.

We surveyed the architecture of transcriptional regulation across two brain regions. We found a smaller number of *cis *and *trans *eQTLs in the hippocampus than in the striatum. This diminution may be caused by signal dilution due to the heterogeneous cellular nature of the hippocampus. However we found that the *cis *and *trans *eQTLs in the two tissues overlapped significantly, indicating that DNA polymorphism has a robust effect in modulating gene expression across tissues.

By simplifying the gene expression data into modules, we identified groups of genes that are related to fear related behavior. Two such modules in the hippocampus (CF1 and CF2) showed strong correlations with context-dependent fear measures, allowing identification of networks of genes whose co-expression co-varied with fear phenotypes across the HMDP. We assigned priorities to genes within each module based on their level of intramodular connectivity and mapped loci responsible for regulating MEs in both hippocampus and striatum. Cued and context immobility were phenotypically similar as they clustered together in the behavioral dendrogram. However, the two identified modules did not show strong correlations with cued fear, confirming suggesting that the two different types of fear are expressed through different neural and/or molecular pathways.

A hub gene in CF1 (Psmd6) and two of the most highly connected genes in CF2 (*Ube2a *and *Usp33*) have been shown to play roles in ubiquitination. Interestingly, others have shown that ubiquitin-mediated proteolysis is involved in initiating long-term stable memory, as both specific removal of specific inhibitory proteins and gene induction are likely to be critical players in fear conditioning [45]. Other components in these modules may be implicated by association in these genetic pathways and provide attractive targets for further investigation.

Structural equation modeling allowed us to identify single markers that influenced the expression of single genes which in turn influence fear related phenotypes. 

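Plvap, which forms the diaphragms of endothelial pores, was high in 45 strains and low in 51, with levels 2.16-fold apart in hippocampus and 2.03-fold in striatum. DBA was among the high strains, at a log2 signal of 9.90 in hippocampus, and B6 among the low ones, at 8.61. Of the 96 strains 92 were at the same level in both tissues (permutation p = 1e-05, adjusted p = 1e-05 over 28 probes). Within the levels Plvap still varied with the strain in both tissues, with r = 0.567 over the low and 0.621 over the high strains. The 5 genes of the causal models, by the brightest probe of each, had a mean pairwise correlation of −0.120 in hippocampus and −0.0924 in striatum. For Kif3a, Ccp110 and Stard7 the brightest probe is not the one of Tables S2 and S3 but the one without separate levels, so these means do not describe the probes with eQTLs.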

We identified five genes with causal relationships for fear-related phenotypes in the hippocampus and striatum including *6330503K22RIK, Rps15a, Kif3a, Stard7*, and *Plvap*.

## Conclusion

In summary, looking at expression patterns in genes and groups of genes in various neural tissues has helped to elucidate the complex molecular networks contributing to fear dependent behavior. While the current approach yielded several potential loci and candidate genes, additional inbred strains would provide increased power for more comprehensive mapping. Next generation sequencing technologies and proteomics should afford even deeper views of genetic polymorphism and expression as we continue to refine gene networks of fear neurobiology.

## Methods

### Mouse population

Male mice from the Mouse Diversity Panel (HMDP) were used for all behavioral analyses. This panel of mice consists of 100 inbred strains comprised of 29 classical inbred strains paired with three sets of RI strains selected for diversity [9]. All mice (n = 700) were obtained through Jackson Laboratory at approximately 55 days old then housed for a 14-day acclimation period prior to testing. Mice were housed in groups (3-4 per cage) under a 12hr/12hr day/night cycle with ad lib access to food and water. All behavioral testing was conducted during the day portion of the cycle, between the hours of 10 AM and 4 PM. Protocols conformed to NIH Care and Use Guidelines and were approved through the UCLA Animal Research Committee. Mice were housed in their covered home cages and placed in an adjacent holding room. Auditory background stimulus in the form of white noise (80db) was delivered through overhead speakers. Previous unpublished observation showed no evidence of orienting response, or any behavioral responses to stimulus presentation while in the holding room [15].

### Fear Conditioning

All HMDP strains were exposed to a fear conditioning procedure followed by two independent memory tests. Parameters and procedures were identical to those previously described [15]. On each test day, mice were wheeled to a holding room for a 30 min acclimation period prior to testing. Each mouse was tested individually and then transferred to a holding cage. On day 1, mice were placed in a 25 cm × 20 cm conditioning chamber with grid floors and white plexiglass. Following a 3 minute exploration period, mice received three auditory conditional stimuli (CS; 2000Hz, 15 seconds, 80 dB) co-terminating with footshock unconditional stimulus (US; 0.75 mA, 1 second), delivered with an inter-trial interval (ITI) of 1 minute. Mice were removed 2 minutes following the final US. On day 2, contextual fear was assessed. Mice were then returned to the conditioning chamber under conditions identical to day 1. Neither the CS nor US was presented during an 8 minute test. On day 3, cued fear was assessed following a contextual shift. Mice were placed in a novel, rectangular activity chamber (50 cm × 25 cm), given a 3 minute exploration period followed by a series of ten CS presentations (ITI 1 min), then removed from the chamber 1 minute following the final CS. No US were presented during this test. This apparatus was cleaned with 70% ethanol between tests.

### Behavioral Data Analysis

Behavior was recorded digitally from a camera mounted above each test chamber, then digitized at 15 frames per second with the EthoVision Pro tracking system (Noldus Information Technology). For each mouse a total of 48 unique endpoints were quantified automatically with EthoVision software (Additional file 1 Table S1). Varying numbers of biological replicates were obtained for each strain (ranging from *n *= 3 to *n *= 16, mean = 7.3). These measures were designed to characterize multiple dimensions of defensive behavior. The methodology and rationale behind these measures has been discussed previously [15].

Mean performance for each endpoint was determined by either collapsing across the entire test session for context fear endpoints or across specific test phases for fear conditioning (pre-US, post-US) and cued fear test (pre-CS, CS) endpoints. The pre-US period consisted of the 3 minutes prior to the initial CS presentation, while the post-US period encompassed the 4.25 minute interval between the first US presentation and removal from the chamber. Likewise, the pre-CS period spanned the 3 minutes prior to CS presentation, and the CS period covered the 12.5 minute period between the first CS presentation and removal from the chamber. Measures reflecting rate changes were quantified by analyzing time course data within individual test phases.

For the context test, endpoint rate changes were calculated as the percent change from the initial 2 minute epoch to the final 2 minute epoch. For multi-phase tests (training, cued fear test), rate changes were calculated as suppression ratios based on mean values from the relevant test phases (pre/(pre+post)). Strain means were calculated and served as the behavioral phenotypes for downstream analysis. Velocity is the mean rate of movement in any given interval (e.g. cm/s), while mobility is the time spent mobile, expressed as a percentage of total time.

### Genotype analysis

The classical inbred and RI strains were genotyped previously [9] by the Broad Institute (classical) and the Wellcome Trust Center for Human Genetics (RI). The genotypes of the RI lines at the Broad SNPs were imputed from the Wellcome Trust genotypes. Only SNPs with a minor allele frequency greater than or equal to 10% were used in the analysis to minimize false positives due to small sample size. All genome coordinates are based on NCBI build 35 (mm7) of the mouse genome.

### Behavioral QTL mapping

Using the collected behavioral phenotypes, we performed a genome-wide association test using the software package EMMA (Efficient Mixed-Model Association) [12]. This program calculates *P *values which quantify the degree of association between each probe-marker pair while correcting for confounding effects of population structure and genetic relatedness between strains in the panel. We used a genome-wide *Q *value threshold of 5% [23] which corresponds to a *P *value of 4.1 × 10^-6 ^. To count the number of significant QTL, the genome was divided into bins of 2Mb. If significant markers were found in adjacent bins, markers were combined and counted as a single QTL.

### Tissue harvesting

Brains were removed from each animal after euthanasia. Hippocampus and striatum were dissected out and flash frozen in liquid nitrogen. RNA was extracted from each sample using the Qiagen RNeasy kit.

### Microarray data collection

Gene expression levels were quantified using Illumina Mouse-Ref 8 v2.0 Expression BeadChip microarrays. The data were normalized using the rank invariant option in the software package BeadStudio (Illumina) [46]. The microarray data are available at the Gene Expression Omnibus (GEO) http://www.ncbi.nlm.nih.gov/geo/ under accession number GSE26500.

### Expression quantitative trait loci (eQTL) mapping

Using the marker genotype information from the HMDP and RNA expression data from hippocampus and striatum, we performed a genome-wide association test for each of the 25,697 probes (genes) on the microarray compared to each of the 101,629 SNP markers using the software package EMMA. Markers within 2 Mb of the probe position for each gene were considered *cis *(local), while those greater than 2 Mb from the probe position were considered *trans *(distant). Genome-wide significance thresholds were determined by calculating the *P *value corresponding to a Benjamini and Hochberg corrected FDR of 5% [23]. To count the number of significant *trans *loci, we divided the genome into bins of 2 Mb in width and counted whether or not a marker that surpassed an FDR of 5% was observed in the bin or not. If adjacent bins contained at least one significant marker, the bins were combined together and counted as a single locus.

### Gene ontology enrichment analysis

Groups of identified genes were checked for enrichment in gene ontology categories using the package GOEAST [24]. Significance was reported as *Q *values (*P *value corrected false discovery rates [36]).

### Identification of gene co-expression modules associated with behavioral phenotypes

We used the R package WGCNA [47] to create gene co-expression modules. The input data consisted of gene expression data from the hippocampus (n = 94) and the striatum (n = 94). This program created modules or clusters of highly correlated genes in each tissue separately. For each of the modules, the program produced a module eigengene (ME) which enabled us to find relationships of modules with behavioral phenotypes.

### Module preservation

We used the modulePreservation function from the WGCNA library to calculate module preservation statistics [31]. The Zsummary is derived from seven underlying statistics that measure preservation of various aspects of within-module network density and connectivity patterns. The underlying preservation statistics are based on permutation tests and their values represent evidence that a module is significantly better preserved between the reference and test networks than a randomly sampled group of genes of the same size. A Zsummary < 2 indicates no evidence of module preservation, 2 < Zsummary < 10 indicates weak to moderate module preservation, and Zsummary > 10 indicates strong preservation.

### Network edge orienting

Markers surpassing a FDR threshold of 10% in the behavioral QTL analysis along with gene expression data for hippocampus and striatum were used as input to the Network Edge Orienting (NEO) software package in R [42]. We selected marker, gene, and phenotype combinations that yielded a LEO, NB.AtoB score > 0.3 and RMSEA.AtoB score < 0.05 for further analysis.

## Authors' contributions

CCP participated in the analysis of the expression and behavior data and drafting of the manuscript. GDG participated in the analysis of the behavior data and drafting of the manuscript. SdJ, AG, PL, AL, EE and SH participated in the statistical analyses. BB, CRF and AK participated in sample collection and analysis. AJL, RAO, EE, and SH participated in the design of the study. DJS conceived of the study, and participated in its design and coordination. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Supplementary Methods, Tables and Figures**. The Supplementary Methods describe further analyses of fear phenotypes in the HMDP and gene regulation hotspots from the eQTL mapping. Supplementary Tables are Table S1, Classification of quantified behavioral phenotypes; Table S2, Top 100 cis eQTLs in hippocampus; Table S3, Top 100 cis eQTLs in striatum; Table S4, Gene co-expression modules; Table S5, Functional classification for genes in context fear module 1; Table S6, Functional classification for genes in context fear module 2. Supplementary Figures are Figure S1, Cluster dendrogram by behavioral phenotype across HMDP; Figure S2, Mapped locus for cue immobility on chromosome 7; Figure S3, QTL plots for 48 tested behavioral phenotypes after EMMA correction for population structure; Figure S4, Hippocampus eQTLs; Figure S5, Striatum eQTLs; Figure S6, Hippocampus module-trait correlations; Figure S7, Striatum module-trait correlations; Figure S8, Striatum NEO results. Click here for file

Additional file 2 **Gene connectivity and module information**. Table provides details of gene co-expression network analyses for each tissue and corresponding measures of intramodular connectivity for each gene. Click here for file

# Supplementary material for: Gene networks associated with conditional fear in mice identified using a systems genetics approach
**Source:** BMC Syst Biol. 2011 Mar 16;5:43. doi: 10.1186/1752-0509-5-43
**Supplement:** Additional file 1 — Supplementary Methods, Tables and Figures. The Supplementary Methods describe further analyses of fear phenotypes in the HMDP and gene regulation hotspots from the eQTL mapping. Supplementary Tables are Table S1, Classification of quantified behavioral phenotypes; Table S2, Top 100 cis eQTLs in hippocampus; Table S3, Top 100 cis eQTLs in striatum; Table S4, Gene co-expression modules; Table S5, Functional classification for genes in context fear module 1; Table S6, Functional classification for genes in context fear module 2. Supplementary Figures are Figure S1, Cluster dendrogram by behavioral phenotype across HMDP; Figure S2, Mapped locus for cue immobility on chromosome 7; Figure S3, QTL plots for 48 tested behavioral phenotypes after EMMA correction for population structure; Figure S4, Hippocampus eQTLs; Figure S5, Striatum eQTLs; Figure S6, Hippocampus module-trait correlations; Figure S7, Striatum module-trait correlations; Figure S8, Striatum NEO results.

Supplementary materials:

Gene networks associated with conditional fear in mice identified using a systems genetics approach

**Christopher C. Park^{1*}, Greg D. Gale^{1*}, Simone de Jong², Anatole Ghazalpour³,
Brian Bennett⁴, Charles R. Farber^{3#}, Peter Langfelder⁴, Andy Lin¹,
Arshad Khan¹, Eleazar Eskin^{4,5}, Steve Horvath⁴, Aldons J. Lusis^{3,4},
Roel A. Ophoff^{2,4,6}, and Desmond J. Smith^{1§}**

*These authors contributed equally to this work

TABLE OF CONTENTS

SUPPLEMENTARY METHODS

- 1. Fear phenotypes in the HMDP**
- 2. Hotspots of gene regulation found in eQTL mapping**

SUPPLEMENTARY TABLES

Table S1. Classification of quantified behavioral phenotypes (48 total)

Table S2. Top 100 *cis* eQTLs, hippocampus

Table S3. Top 100 *cis* eQTLs, striatum

Table S4. Gene co-expression modules

Table S5. Functional classification for genes in CF1

Table S6. Functional classification for genes in CF2

SUPPLEMENTARY FIGURES

Figure S1. Cluster dendrogram by behavioral phenotype across HMDP.

Figure S2. Mapped locus for B25 cue immobility on chromosome 7.

Figure S3. QTL plots for 48 tested behavioral phenotypes after EMMA correction for population structure.

Figure S4. Hippocampus eQTLs.

Figure S5. Striatum eQTLs.

Figure S6. Hippocampus Module-trait correlations.

Figure S7. Striatum Module-trait correlations.

Figure S8. Striatum NEO results.

Fear phenotypes in the HMDP

Across the population, context and cued fear tests generated comparable levels of immobility (mean=34.2% and 30.7%, respectively). Immobility varied considerably between strains and test phases. High variability in fear between context and cued tests may indicate qualitative differences in how memory is structured, so we surveyed within-strain percent change in immobility across the two fear tests. The vast majority of strains (90%) exhibited between-test mean ratios of twice to one-half the immobility in one test vs. the other. The remaining strains showed strong bias for cued immobility, reflecting negligible levels of context fear normal cued fear. Collectively, the HMDP strains exhibited levels of conditioned fear consistent with previous reports and indicative of normal sensory and memory processes.

To assess potential interactions between immobility and other potentially confounding behavioral tendencies in HMDP strains, we examined the relationships between velocity, path shape and place preference during the 3 min pre-training period and immobility from subsequent test phases. Hyperactivity may directly compete with immobility leading to an underestimation of conditional fear. Similarly, highly variable path shape or overly defensive place preference strategies may suggest elevated anxiety. Pre-training velocity was negatively correlated with immobility in both the contextual ($r = -0.10$, $P < 0.005$) and cued fear tests ($r = -0.15$, $P < 0.0001$). Path shape was not correlated with context immobility ($r = 0.001$, $P > 0.97$) but was correlated with cued immobility ($r = 0.14$, $P < 0.0001$), while thigmotaxis, a common index of anxiety, was correlated with context ($r = 0.16$, $P < 0.0001$), but not cued immobility ($r = 0.04$, $P > 0.33$). The pattern of correlations is consistent with a recent report demonstrating that anxiety can be predictive of conditioned fear levels [1].

Despite the observed correlations, these measures explain a relatively low proportion of total immobility variance and, as such, strain differences in immobility likely reflect significant strain-specific variability in fear acquisition and/or expression processes.

Hotspots of gene regulation found in eQTL mapping

To look for hotspots (hubs) of gene regulation, we counted the number of genes regulated by each marker for each tissue. Assuming that the distribution of genes regulated by each marker follows a Poisson distribution ($\lambda = 4.20$, hippocampus; $\lambda = 5.35$, striatum), 10,286 markers were considered hubs in hippocampus while 9,536 markers were hubs in the striatum. The primary hotspot in the hippocampus was a SNP on the X chromosome at 138.602949 Mb. This marker regulated 102 unique probes ($Q = 0$) and is ~5.5 kb upstream of the gene *Dcx* (doublecortin, a neuronal migration protein). The second strongest hotspot was located on chromosome 7 at 81.834838 Mb, ~36 kb from the gene *Vmn2r73* (vomeronasal 2, receptor 73) and regulated 67 genes ($Q = 0$). The third most prominent hotspot in the hippocampus was located on chromosome 18 at 67.788308 within an intron of the gene *Tubb6* (tubulin, beta 6), a gene with a *cis* eQTL. This hotspot regulated 64 genes ($Q = 0$).

Interestingly the hotspots in the striatum tended to regulate more genes. The primary hotspot in the striatum regulated 973 ($Q = 0$) genes and was located on chromosome 16 at 74.454130 Mb, ~46 kb upstream of the gene *Robo2* (roundabout homologue 2, involved in axon guidance). The secondary hotspot regulated 943 ($Q = 0$) genes and was located on chromosome 5 at 97.044090 Mb ~54 kb from the *Antxr2* (anthrax toxin receptor 2). The

third strongest hotspot regulated 611 ($Q = 0$) genes and was located on chromosome 4 at 78.390172 Mb, ~ 1.8 Mb upstream of the gene *Tyrp1* (tyrosinase related protein 1).

REFERENCES

1. Lopez-Aumatell R, Vicens-Costa E, Guitart-Masip M, Martinez-Membrives E, Valdar W, Johannesson M, Canete T, Blazquez G, Driscoll P, Flint J *et al*: **Unlearned anxiety predicts learned fear: a comparison among heterogeneous rats and the Roman rat strains.** *Behav Brain Res* 2009, **202**(1):92-101.

Table S1. Classification of quantified behavioral phenotypes (48 total)

Phenotype name	Day	Time	Class	Behavior	Type	Additional Info
B1 pre training thigmotaxis mean	1	pre	training	thigmotaxis	mean	
B2 post training thigmotaxis mean	1	post	training	thigmotaxis	mean	
B3 pre training thigmotaxis mean distance to center	1	pre	training	thigmotaxis	mean	distance to center
B4 post training thigmotaxis mean distance to center	1	post	training	thigmotaxis	mean	distance to center
B5 pre training velocity mean	1	pre	training	velocity	mean	
B6 post training velocity mean	1	post	training	velocity	mean	
B7 training velocity habituation	1		training	velocity	habituation	
B8 pre training meander mean	1	pre	training	meander	mean	
B9 post training meander mean	1	post	training	meander	mean	
B10 training meander habituation	1		training	meander	habituation	
B11 pre training immobility mean	1	pre	training	immobility	mean	
B12 post training immobility mean	1	post	training	immobility	mean	
B13 pre training mobility mean	1	pre	training	mobility	mean	
B14 post training mobility mean	1	post	training	mobility	mean	
B15 pre cue thigmotaxis mean	3	pre	cue	thigmotaxis	mean	
B16 cue thigmotaxis mean	3		cue	thigmotaxis	mean	
B17 cue thigmotaxis extinction	3		cue	thigmotaxis	extinction	
B18 pre cue velocity mean	3	precue	cue	velocity	mean	
B19 cue velocity mean	3	cue	cue	velocity	mean	
B20 cue velocity habituation	3	cue	cue	velocity	habituation	
B21 pre cue meander mean	3	precue	cue	meander	mean	
B22 cue meander mean	3	cue	cue	meander	mean	
B23 cue meander habituation	3	cue	cue	meander	habituation	
B24 pre cue immobility mean	3	precue	cue	immobility	mean	
B25 cue immobility mean	3	cue	cue	immobility	mean	
B26 cue immobility extinction	3	cue	cue	immobility	extinction	
B27 cue mobility mean	3	precue	cue	mobility	mean	
B28 cue mobility mean	3	cue	cue	mobility	mean	
B29 cue mobility habituation	3	cue	cue	mobility	habituation	
B30 cue thigmotaxis mean distance to center	3	precue	cue	thigmotaxis	mean	distance to center
B31 cue thigmotaxis mean distance to center	3	cue	cue	thigmotaxis	mean	distance to center
B32 cue thigmotaxis habituation distance to center	3	cue	cue	thigmotaxis	habituation	distance to center
B33 pre cue thigmotaxis mean	3	precue	cue	thigmotaxis	mean	
B34 cue thigmotaxis mean	3	cue	cue	thigmotaxis	mean	
B35 cue thigmotaxis extinction	3	cue	cue	thigmotaxis	extinction	
B36 context thigmotaxis mean	2		context	thigmotaxis	mean	
B37 context thigmotaxis habituation	2		context	thigmotaxis	habituation	
B38 context thigmotaxis mean distance to center	2		context	thigmotaxis	mean	distance to center
B39 context thigmotaxis habituation distance to center	2		context	thigmotaxis	habituation	distance to center
B40 context velocity mean	2		context	velocity	mean	
B41 context velocity extinction	2		context	velocity	extinction	
B42 context meander mean	2		context	meander	mean	
B43 context meander extinction	2		context	meander	extinction	
B44 context immobility mean	2		context	immobility	mean	
B45 context immobility extinction	2		context	immobility	extinction	
B46 context mobility mean	2		context	mobility	mean	
B47 context mobility extinction	2		context	mobility	extinction	
B48 pain sensitivity	1		pain	sensitivity		

Table S2. Top 100 *cis* eQTLs, hippocampus

markerCount	minP	ILMN_Gene	RefSeq_ID	Probe_Id	chromosome	chrStart
85	9.637E-81	LRRCS7	NM_025657.2	ILMN_2898944	2	120430648
273	5.506E-80	PSMB6	NM_008946.2	ILMN_2895862	11	70343427
59	7.359E-70	COPS8	NM_133805.3	ILMN_1218868	1	92509380
268	9.449E-69	PCOLN3	NM_145606.1	ILMN_2847502	8	126090554
122	4.047E-68	CASP9	NM_015733.4	ILMN_1217061	4	141371743
64	7.002E-68	RUSC2	NM_199057.2	ILMN_1214953	4	43439818
62	9.162E-67	RUSC2	NM_199057.2	ILMN_3159149	4	43439821
140	4.628E-65	IL17D	NM_145837.1	ILMN_2792502	14	58161838
35	1.826E-62	PDRG1	NM_178939.2	ILMN_1249417	2	152834935
365	1.734E-61	ZFP330	NM_145600.1	ILMN_2825109	8	85287669
183	2.98E-60	MRPL10	NM_026154.1	ILMN_2822622	11	96910086
107	1.241E-59	MPV17L	NM_033564.1	ILMN_2794258	16	13862714
324	1.367E-58	SSBP4	NM_133772.1	ILMN_2900827	8	73121502
257	6.545E-58	RBM13	NM_026453.1	ILMN_3009910	8	32625759
274	1.194E-56	PRDX2	NM_011563.2	ILMN_2638354	8	87864469
118	1.069E-54	SERPINA3H	NM_001034870.2	ILMN_2889832	12	105492461
177	7.378E-53	ME2	NM_145494.2	ILMN_1230263	18	73929996
146	4.8E-52	GPN2	NM_133884.1	ILMN_1214375	4	133147483
274	5.475E-52	PRDX2	NM_011563.2	ILMN_1242829	8	87864541
116	6.718E-52	PTCD3	NM_027275.3	ILMN_1228040	6	71831116
309	2.382E-51	SLC5A5	NM_053248.1	ILMN_1250582	8	73407570
296	1.796E-50	STARD7	NM_139308.1	ILMN_2676066	2	127124017
258	4.156E-49	NUDT6	NM_153561.2	ILMN_1253773	3	37310483
203	5.256E-49	TTC27	NM_152817.3	ILMN_1238733	17	75262828
212	8.843E-49	THUMPD1	NM_145585.1	ILMN_2722488	7	126858959
87	1.873E-48	TESK1	NM_011571.2	ILMN_1231930	4	43460830
67	2.386E-48	SEMA5A	NM_009154.1	ILMN_2604224	15	32625929
67	3.703E-48	SEMA5A	NM_009154.2	ILMN_2604226	15	32625932
319	4.289E-48	FCER1G	NM_010185.2	ILMN_2748875	1	173159942
176	6.1E-47	MBOAT2	NM_001083341.1	ILMN_1229343	12	25644557
247	1.221E-46	RSF1	NM_001081267.1	ILMN_2921163	7	104810161
64	1.238E-46	PAIP1	NM_145457.3	ILMN_2752569	13	120236564
115	1.615E-46	1700123O20RIK	NM_021437.1	ILMN_2597332	14	55309002
336	2.182E-46	UAP1	NM_133806.4	ILMN_2502542	1	172072552
20	2.474E-46	KIF3A	NM_008443.3	ILMN_2621148	11	53406708
134	4.696E-45	MRPS27	NM_173757.3	ILMN_2588199	13	100185149
100	8.993E-45	B3GALT6	NM_080445.4	ILMN_2687140	4	155364722
196	1.37E-44	ARV1	NM_026855.1	ILMN_2836173	8	127619994
21	1.612E-44	IGSF11	NM_170599.2	ILMN_2965399	16	39027008
78	2.411E-44	CCNG2	NM_007635.3	ILMN_2700233	5	93704893
112	3.227E-44	ENPP5	NM_032003.1	ILMN_1217118	17	44223312
158	4.925E-44	TASPI	NM_175225.3	ILMN_2714138	2	139659580
18	4.933E-44	GDPD3	NM_024228.2	ILMN_2893879	7	133914694
161	7.663E-44	PICALM		ILMN_2769656	7	97357127
256	2.612E-43	LOC100048020	XM_001479635.1	ILMN_2653881	4	137998107
21	1.369E-42	ZFP235	NM_019941.2	ILMN_2466926	7	24927893
44	2.24E-42	NLN	NM_029447.1	ILMN_2786567	13	104813546
181	2.418E-42	ZNHIT3	NM_001005223.1	ILMN_2914957	11	84727546
217	3.914E-42	BC026585	XM_129546.2	ILMN_1221257	1	159418777

9	6.955E-42	MRPS10	NM_183086.1	ILMN_2841840	17	47515340
176	9.693E-42	SC4MOL	NM_025436.1	ILMN_2823778	8	67610701
239	1.048E-41	EG381438	NM_198657.1	ILMN_2998738	3	37906223
360	1.432E-41	SAMD4	NM_001037221.1	ILMN_3128535	14	47721611
99	1.604E-41	SERPINA3N	NM_009252.2	ILMN_1246800	12	105652409
131	1.748E-41	CSRP1	NM_007791.4	ILMN_1260378	1	137648559
9	1.836E-41	ATP6V1D	NM_023721.2	ILMN_2647048	12	79944135
72	8.189E-41	CAP1	NM_007598.2	ILMN_2648661	4	122536456
234	2.198E-40	NUP133	NM_172288.1	ILMN_2981689	8	126428461
336	3.404E-40	RPL29	NM_009082.2	ILMN_2730005	9	106331900
244	3.821E-40	GPS2	NM_019726.3	ILMN_2730784	11	69728828
99	3.971E-40	AGPAT5	NM_026792.3	ILMN_1250939	8	18884287
131	4.235E-40	BAT5	NM_178592.3	ILMN_2731523	17	35237291
157	7.201E-40	CXADR		ILMN_2514377	16	78340630
225	9.37E-40	STX8	NM_018768.2	ILMN_3064056	11	68020355
196	2.134E-39	RPS15A	NM_170669.2	ILMN_2717621	7	125247949
221	6.782E-39	2810410P22RIK	NM_182994.1	ILMN_2692989	2	52254739
113	9.211E-39	PDXDC1	NM_053181.2	ILMN_2727980	16	13836112
181	1.017E-38	MBOAT2	NM_026037.2	ILMN_2782248	12	25548411
325	1.466E-38	ATP2C1	NM_175025.2	ILMN_2658392	9	105314001
49	2.232E-38	ZFP365	NM_178679.2	ILMN_2966034	10	67349464
30	3.574E-38	NUBP2	NM_011956.2	ILMN_2925567	17	25021151
131	3.97E-38	SSPN	NM_010656.2	ILMN_2741402	6	145913360
101	5.252E-38	ABHD1	NR_003522.1	ILMN_1245678	5	31257356
127	5.779E-38	MRPL35	NM_025430.2	ILMN_2753924	6	71765387
101	1.062E-37	ABHD1	NR_003522.1	ILMN_2672772	5	31255333
91	1.338E-37	ZFP68	NM_013844.2	ILMN_2455192	5	139047396
100	1.487E-37	ABHD1	NM_021304.2	ILMN_2672778	5	31229530
167	1.978E-37	CCDC88A	NM_176841.3	ILMN_1258136	11	29409085
245	2.581E-37	ANG	NM_007447.2	ILMN_2875251	14	51721418
5	2.639E-37	ACTL6B	NM_031404.4	ILMN_2696182	5	138010632
148	2.829E-37	ZFP367	NM_175494.4	ILMN_1257178	13	64235099
99	2.903E-37	MIPEP	NM_027436.2	ILMN_1222492	14	61522362
49	4.616E-37	THAP4	NM_025920.3	ILMN_2773540	1	95602011
88	5.316E-37	RBM45	NM_153405.2	ILMN_3163340	2	76218481
136	5.807E-37	SRPR	NM_026130.1	ILMN_2747480	9	35024334
205	6.992E-37	G430022H21RIK	NM_201638.1	ILMN_2818206	3	123071380
72	1.158E-36	DCP1B	NM_001033379.1	ILMN_3062378	6	119185732
83	1.248E-36	PRCP	NM_028243.2	ILMN_2639155	7	100082354
280	1.312E-36	PARP2	NM_009632.2	ILMN_2598576	14	51440489
78	1.778E-36	ZFP27	NM_001037707.1	ILMN_2490271	7	30679068
183	2.588E-36	FGFR1OP2	NM_026218.2	ILMN_2615468	6	146547446
193	2.951E-36	LCMT1	NM_025304.3	ILMN_2758728	7	130521566
66	3.838E-36	ZFP35	NM_011755.2	ILMN_2508595	18	24162927
144	4.788E-36	PHLDA3	NM_013750.1	ILMN_2628567	1	137665204
286	8.025E-36	RAD23A	NM_009010.4	ILMN_2662743	8	87361612
102	9.518E-36	SERPINI1	NM_009250.1	ILMN_3161679	3	75445777
221	1.022E-35	2810410P22RIK	NM_182994.1	ILMN_2692986	2	52254734
13	1.424E-35	PYGB	NM_153781.1	ILMN_2747754	2	150657139
53	1.506E-35	DMWD	NM_010058.1	ILMN_2711355	7	19667937
221	1.681E-35	ARL5A	NM_182994.2	ILMN_1221102	2	52254728

Table S3. Top 100 *cis* eQTLs, striatum

markerCount	minP	ILMN Gene	RefSeq ID	Probe Id	chromosome	chrStart
273	9.4314E-98	PSMB6	NM_008946.2	ILMN_2895862	11	70343427
58	6.5077E-88	COPS8	NM_133805.3	ILMN_1218868	1	92509380
101	1.3833E-79	B3GALT6	NM_080445.4	ILMN_2687140	4	155364722
149	1.0523E-72	CASP9	NM_015733.4	ILMN_1217061	4	141371743
263	1.7681E-66	PCOLN3	NM_145606.1	ILMN_2847502	8	126090554
75	2.3952E-65	LRRC57	NM_025657.2	ILMN_2898944	2	120430648
107	5.0096E-65	MPV17L	NM_033564.1	ILMN_2794258	16	13862714
72	1.6426E-64	RUSC2	NM_199057.2	ILMN_3159149	4	43439821
283	4.3962E-64	UAP1	NM_133806.4	ILMN_2502542	1	172072552
77	1.1024E-62	TESK1	NM_011571.2	ILMN_1231930	4	43460830
68	2.2434E-62	RUSC2	NM_199057.2	ILMN_1214953	4	43439818
185	6.1986E-62	MRPL10	NM_026154.1	ILMN_2822622	11	96910086
140	9.4641E-60	IL17D	NM_145837.1	ILMN_2792502	14	58161838
256	4.8758E-59	RBM13	NM_026453.1	ILMN_3009910	8	32625759
35	4.0766E-58	PDRG1	NM_178939.2	ILMN_1249417	2	152834935
297	9.6992E-56	STARD7	NM_139308.1	ILMN_2676066	2	127124017
188	7.2142E-55	TTC27	NM_152817.3	ILMN_1238733	17	75262828
365	8.683E-55	ZFP330	NM_145600.1	ILMN_2825109	8	85287669
143	3.4289E-54	BAT5	NM_178592.3	ILMN_2731523	17	35237291
287	1.0772E-53	ARL3	NM_019718.2	ILMN_1238801	19	46626113
274	6.6851E-53	PRDX2	NM_011563.2	ILMN_2638354	8	87864469
250	2.9152E-52	1200015F23RIK	NM_001033136.2	ILMN_3150536	2	118962936
264	1.8694E-51	NUDT6	NM_153561.2	ILMN_1253773	3	37310483
67	3.6636E-50	KRT12	NM_010661.2	ILMN_2865527	11	99277085
230	3.7995E-50	G430022H21RIK	NM_201638.1	ILMN_2818206	3	123071380
197	1.0717E-49	FGFR1OP2	NM_026218.2	ILMN_2615468	6	146547446
44	1.5391E-49	CCRN4L	NM_009834.1	ILMN_1255422	3	51055149
212	1.6442E-49	THUMPD1	NM_145585.1	ILMN_2722488	7	126858959
179	2.572E-49	MBOAT2	NM_001083341.1	ILMN_1229343	12	25644557
149	2.8082E-49	GPN2	NM_133884.1	ILMN_1214375	4	133147483
21	1.1476E-47	YIPF4	NM_026417.3	ILMN_1255657	17	74899545
64	1.3934E-47	PAIP1	NM_145457.3	ILMN_2752569	13	120236564
301	2.204E-47	FCER1G	NM_010185.2	ILMN_2748875	1	173159942
18	3.0585E-47	TTL	NM_027192.1	ILMN_2961165	2	128919424
273	3.8208E-47	RPS3	NM_012052.1	ILMN_2594103	7	106628416
274	4.7457E-47	PRDX2	NM_011563.2	ILMN_1242829	8	87864541
235	2.1061E-46	FAM20B	NM_145413.4	ILMN_1247603	1	158611230
244	7.422E-46	H2AFJ	NM_177688.2	ILMN_2994806	6	136773689
113	9.8215E-46	PDXDC1	NM_053181.2	ILMN_2727980	16	13836112
9	1.4847E-45	KIF3A	NM_008443.3	ILMN_2621148	11	53406708
149	3.2564E-45	ZNHIT3	NM_001005223.1	ILMN_2914957	11	84727546
336	7.0845E-45	RPL29	NM_009082.2	ILMN_2730005	9	106331900
21	1.5506E-44	IGSF11	NM_170599.2	ILMN_2965399	16	39027008

333	3.0483E-44	CCNDBP1	NM_010761.2	ILMN_1240178	2	120842190
177	5.4265E-44	SC4MOL	NM_025436.1	ILMN_2823778	8	67610701
231	6.2553E-44	D10627	NM_001013379.2	ILMN_2912111	8	71752786
138	3.921E-43	CSNRP3	NM_153409.3	ILMN_2744731	2	65861141
78	4.0541E-43	CCNG2	NM_007635.3	ILMN_2700233	5	93704893
253	4.2934E-43	GPR19	NM_008157.1	ILMN_1257801	6	134819305
112	6.0307E-43	1700123O20RIK	NM_021437.1	ILMN_2597332	14	55309002
19	1.1289E-42	GDPD3	NM_024228.2	ILMN_2893879	7	133914694
141	3.0612E-42	SSPN	NM_010656.2	ILMN_2741402	6	145913360
192	3.1403E-42	CCDC88A	NM_176841.3	ILMN_1258136	11	29409085
159	3.3269E-42	CXADR		ILMN_2514377	16	78340630
258	5.0024E-42	ATP2C1	NM_175025.2	ILMN_2658392	9	105314001
110	9.7831E-42	ENPP5	NM_032003.1	ILMN_1217118	17	44223312
170	1.1234E-41	MBOAT2	NM_026037.2	ILMN_2782248	12	25548411
99	5.665E-41	AGPAT5	NM_026792.3	ILMN_1250939	8	18884287
129	8.6951E-41	CSRP1	NM_007791.4	ILMN_1260378	1	137648559
88	1.0932E-40	RBM45	NM_153405.2	ILMN_3163340	2	76218481
46	1.5185E-40	NLN	NM_029447.1	ILMN_2786567	13	104813546
161	2.5501E-40	PICALM		ILMN_2769656	7	97357127
211	2.7754E-40	6330503K22RIK	NM_182995.1	ILMN_3006575	7	125880065
104	4.3809E-40	MXRA8	NM_024263.3	ILMN_2927638	4	155217737
112	5.4938E-40	PSMB5	NM_011186.1	ILMN_2613469	14	55235381
81	5.7827E-40	CCDC53	NM_026070.2	ILMN_1244642	10	87682035
127	7.124E-40	EMB	NM_010330.3	ILMN_1218799	13	118062736
127	1.3602E-39	MRPL35	NM_025430.2	ILMN_2753924	6	71765387
260	2.2924E-39	LOC100048020	XM_001479635.1	ILMN_2653881	4	137998107
123	2.859E-39	9030612M13RIK	NM_172458.3	ILMN_2729447	17	32910323
112	2.9754E-39	PTCD3	NM_027275.3	ILMN_1228040	6	71831116
236	6.1207E-39	EG381438	NM_198657.1	ILMN_2998738	3	37906223
90	6.5527E-39	KRAS	NM_021284.4	ILMN_2773211	6	145168631
246	7.6936E-39	RSF1	NM_001081267.1	ILMN_2921163	7	104810161
188	7.9873E-39	MPG	NM_010822.2	ILMN_2600747	11	32131580
21	1.0938E-38	ATXN1	NM_009124.4	ILMN_1254409	13	45650599
9	2.3689E-38	MRPS10	NM_183086.1	ILMN_2841840	17	47515340
136	4.6051E-38	SLC7A14	NM_172861.2	ILMN_2968123	3	31105424
87	6.0743E-38	MIPEP	NM_027436.2	ILMN_1222492	14	61522362
151	6.7218E-38	SNTA1	NM_009228.1	ILMN_2734142	2	154202191
324	7.8334E-38	SSBP4	NM_133772.1	ILMN_2900827	8	73121502
113	1.5775E-37	TRIM59	NM_025863.2	ILMN_2993661	3	68839458
251	1.9667E-37	ANG	NM_007447.2	ILMN_2875251	14	51721418
72	2.0771E-37	DCP1B	NM_001033379.1	ILMN_3062378	6	119185732
246	2.2607E-37	GPS2	NM_019726.3	ILMN_2730784	11	69728828
142	2.5603E-37	SLC7A14	NM_172861.2	ILMN_2719361	3	31105423
175	3.2054E-37	SKIV2L2	NM_028151.2	ILMN_1218617	13	113658076
42	4.2058E-37	H2-T10	NM_010395.5	ILMN_2894678	17	36257609
8	5.3096E-37	ATP6V1D	NM_023721.2	ILMN_2647048	12	79944135

281	7.1114E-37	PARP2	NM_009632.2	ILMN_2598576	14	51440489
80	7.4386E-37	PRCP	NM_028243.2	ILMN_2639155	7	100082354
190	7.6224E-37	ZBTB22	NM_020625.3	ILMN_1233129	17	34056177
127	7.6756E-37	MED23	NM_027347.2	ILMN_2860964	10	24633135
361	9.7309E-37	SAMD4	NM_001037221.1	ILMN_3128535	14	47721611
274	1.4881E-36	BC026585	XM_129546.2	ILMN_1221257	1	159418777
205	1.5641E-36	2310010B21RIK	NM_027123.2	ILMN_2696360	13	68730864
5	1.8409E-36	ACTL6B	NM_031404.4	ILMN_2696182	5	138010632
305	1.9959E-36	TMEM87A	NM_173734.2	ILMN_2969172	2	120181373
287	2.5049E-36	1200003I07RIK	NM_181274.3	ILMN_3135697	8	72229274
101	3.509E-36	ABHD1	NR_003522.1	ILMN_2672772	5	31255333

Table S4. Gene co-expression modules

	**Hippocampus<br>Module**	**Number of<br>Genes**		**Striatum<br>Module**	**Number of<br>Genes**
1	skyblue3	34	1	paleturquoise	34
2	yellowgreen	39	2	steelblue	43
3	sienna3	39	3	saddlebrown	46
4	darkmagenta	43	4	skyblue	50
5	darkolivegreen	44	5	darkorange	65
6	violet	60	6	white	65
7	paleturquoise	65	7	orange	72
8	steelblue	67	8	darkgreen	82
9	saddlebrown	73	9	darkred	90
10	skyblue	73	10	royalblue	93
11	white	76	11	lightcyan	128
12	orange	100	12	midnightblue	145
13	darkturquoise	128	13	cyan	163
14	darkgreen	131	14	greenyellow	339
15	darkred	154	15	magenta	360
16	royalblue	163	16	pink	430
17	grey60	184	17	grey60	488
18	cyan	229	18	black	528
19	greenyellow	414	19	darkgrey	621
20	magenta	469	20	green	730
21	**darkgrey**	**492**	21	darkturquoise	1031
22	black	520	22	brown	1275
23	lightyellow	604	23	blue	1408
24	lightcyan	696	24	red	2829
25	yellow	1120	25	grey	14582
26	green	1249			
27	blue	2592			
28	brown	2820			
29	turquoise	4574			
30	grey	8445			

Table S5. Functional classification for genes in Context Fear module 1 (CF1)

GOID	Ontology	Term	q	m	t	k	log_odds_ratio	p	
GO:0005622	cellular_component	intracellular	1527		11917	25697	2820	0.223583745	1.54E-16
GO:0044424	cellular_component	intracellular part	1477		11581	25697	2820	0.216814772	1.31E-14
GO:0043229	cellular_component	intracellular organelle	1256		9759	25697	2820	0.229936015	3.55E-12
GO:0043226	cellular_component	organelle	1256		9769	25697	2820	0.228458449	5.02E-12
GO:0043231	cellular_component	intracellular membrane-bounded organelle	1128		8645	25697	2820	0.249733978	5.67E-12
GO:0043227	cellular_component	membrane-bounded organelle	1129		8657	25697	2820	0.2490112	6.35E-12
GO:0009987	biological_process	cellular process	1347		10821	25697	2820	0.181820801	1.10E-08
GO:0044237	biological_process	cellular metabolic process	909		6995	25697	2820	0.243861016	3.39E-08
GO:0005737	cellular_component	cytoplasm	998		7780	25697	2820	0.225174439	4.87E-08
GO:0044444	cellular_component	cytoplasmic part	606		4483	25697	2820	0.300758073	3.69E-07
GO:0005739	cellular_component	mitochondrion	203		1283	25697	2820	0.527863336	4.38E-06
GO:0044260	biological_process	cellular macromolecule metabolic process	715		5494	25697	2820	0.24599111	6.56E-06
GO:0044238	biological_process	primary metabolic process	925		7356	25697	2820	0.196436665	2.20E-05
GO:0008152	biological_process	metabolic process	1042		8392	25697	2820	0.178173474	2.62E-05
GO:0005634	cellular_component	nucleus	692		5350	25697	2820	0.237137925	3.16E-05
GO:0046983	molecular_function	protein dimerization activity	62		307	25697	2820	0.879934339	0.000123
GO:0031967	cellular_component	organelle envelope	108		631	25697	2820	0.641224181	0.0001842
GO:0031975	cellular_component	envelope	108		633	25697	2820	0.636658687	0.000214
GO:0000166	molecular_function	nucleotide binding	353		2585	25697	2820	0.315408682	0.000581
GO:0017076	molecular_function	purine nucleotide binding	312		2256	25697	2820	0.33368374	0.0007735
GO:0032553	molecular_function	ribonucleotide binding	299		2156	25697	2820	0.337693085	0.000974
GO:0032555	molecular_function	purine ribonucleotide binding	299		2156	25697	2820	0.337693085	0.000974
GO:0043170	biological_process	macromolecule metabolic process	764		6116	25697	2820	0.186889011	0.0013494
GO:0044446	cellular_component	intracellular organelle part	393		2948	25697	2820	0.280697567	0.0016177
GO:0044267	biological_process	cellular protein metabolic process	352		2607	25697	2820	0.299089625	0.0016299
GO:0005635	cellular_component	nuclear envelope	35		156	25697	2820	1.031713672	0.0019521
GO:0044422	cellular_component	organelle part	401		3028	25697	2820	0.27114181	0.0024112
GO:0018346	biological_process	protein amino acid prenylation	4		5	25697	2820	2.865904779	0.0026906
GO:0033036	biological_process	macromolecule localization	163		1092	25697	2820	0.443803887	0.002925
GO:0008104	biological_process	protein localization	141		928	25697	2820	0.469403231	0.0042184
GO:0006739	biological_process	NADP metabolic process	9		21	25697	2820	1.965440453	0.004692
GO:0030163	biological_process	protein catabolic process	113		717	25697	2820	0.522182528	0.005085
GO:0003824	molecular_function	catalytic activity	806		6551	25697	2820	0.164969469	0.0059773
GO:0042802	molecular_function	identical protein binding	48		249	25697	2820	0.812793443	0.0059773

GO:0051603	biological_process	proteolysis involved in cellular protein catabolic process	108	684	25697	2820	0.524867861	0.0067623
GO:0005525	molecular_function	GTP binding	75	441	25697	2820	0.632016719	0.0075668
GO:0030529	cellular_component	ribonucleoprotein complex	85	515	25697	2820	0.588795188	0.0080469
GO:0044257	biological_process	cellular protein catabolic process	108	687	25697	2820	0.518554087	0.0080469
GO:0009056	biological_process	catabolic process	181	1257	25697	2820	0.391909827	0.008325
GO:0019001	molecular_function	guanyl nucleotide binding	76	450	25697	2820	0.621979196	0.0084909
GO:0032561	molecular_function	guanyl ribonucleotide binding	76	450	25697	2820	0.621979196	0.0084909
GO:0016740	molecular_function	transferase activity	310	2320	25697	2820	0.284048189	0.0117608
GO:0010467	biological_process	gene expression	388	2976	25697	2820	0.248586905	0.0124876
GO:0015031	biological_process	protein transport	125	826	25697	2820	0.463619187	0.0129201
GO:0045184	biological_process	establishment of protein localization	125	827	25697	2820	0.461873639	0.0135731
GO:0019321	biological_process	pentose metabolic process	4	6	25697	2820	2.602870373	0.0135731
GO:0018342	biological_process	protein prenylation	4	6	25697	2820	2.602870373	0.0135731
GO:0004308	molecular_function	exo-alpha-sialidase activity	4	6	25697	2820	2.602870373	0.0135731
GO:0016997	molecular_function	alpha-sialidase activity	4	6	25697	2820	2.602870373	0.0135731
GO:0032991	cellular_component	macromolecular complex	344	2615	25697	2820	0.261502397	0.0159775
GO:0008318	molecular_function	protein prenyltransferase activity	5	9	25697	2820	2.339835967	0.0169367
		transferase activity, transferring phosphorus-containing groups	187	1323	25697	2820	0.365129987	0.0170969
GO:0044265	biological_process	cellular macromolecule catabolic process	114	749	25697	2820	0.47190098	0.0192849
GO:0019941	biological_process	modification-dependent protein catabolic process	104	675	25697	2820	0.4895289	0.0220008
GO:0043632	biological_process	modification-dependent macromolecule catabolic process	104	675	25697	2820	0.4895289	0.0220008
GO:0044248	biological_process	cellular catabolic process	149	1026	25697	2820	0.404186379	0.0220008
GO:0009057	biological_process	macromolecule catabolic process	121	810	25697	2820	0.444918013	0.0266769
GO:0016070	biological_process	RNA metabolic process	109	717	25697	2820	0.47018789	0.0266769
GO:0006511	biological_process	ubiquitin-dependent protein catabolic process	103	671	25697	2820	0.484164445	0.0268211
GO:0008408	molecular_function	3'-5' exonuclease activity	7	17	25697	2820	1.907724955	0.0300059
		carbon-nitrogen ligase activity, with glutamine as amido-N-donor	7	17	25697	2820	1.907724955	0.0300059
GO:0016884	molecular_function		7	17	25697	2820	1.907724955	0.0300059
GO:0012505	cellular_component	endomembrane system	77	478	25697	2820	0.553752607	0.0336492
GO:0008270	molecular_function	zinc ion binding	316	2409	25697	2820	0.257394944	0.0352466
GO:0051766	molecular_function	inositol trisphosphate kinase activity	5	10	25697	2820	2.187832874	0.0360964
GO:0034641	biological_process	cellular nitrogen compound metabolic process	456	3600	25697	2820	0.206941697	0.0372876
GO:0006396	biological_process	RNA processing	80	503	25697	2820	0.535346379	0.0391974
GO:0070584	biological_process	mitochondrion morphogenesis	4	7	25697	2820	2.380477952	0.0397828
GO:0006012	biological_process	galactose metabolic process	4	7	25697	2820	2.380477952	0.0397828
GO:0044428	cellular_component	nuclear part	160	1130	25697	2820	0.367653911	0.0427709
GO:0010181	molecular_function	FMN binding	8	22	25697	2820	1.728401255	0.0427709

Table S6. Functional classification for genes in Context Fear module 1 (CF2)

GOID	Ontology	Term	q	m	log_odds_ratio	p
GO:0005622	cellular_component	intracellular	298	11917	0.385232861	2.33E-08
GO:0044424	cellular_component	intracellular part	289	11581	0.382251286	1.05E-07
GO:0005737	cellular_component	cytoplasm	211	7777	0.502898981	2.87E-07
GO:0044444	cellular_component	cytoplasmic part	131	4475	0.61254885	3.12E-05
GO:0044446	cellular_component	intracellular organelle part	94	2948	0.735865858	6.97E-05
GO:0044422	cellular_component	organelle part	94	2974	0.723197735	0.000102252
GO:0005791	cellular_component	rough endoplasmic reticulum	3	5	4.969832222	0.000189871
GO:0030867	cellular_component	rough endoplasmic reticulum membrane	3	5	4.969832222	0.000189871
GO:0031967	cellular_component	organelle envelope	31	641	1.33681358	0.000275161
GO:0031975	cellular_component	envelope	31	643	1.332319199	0.000289428
GO:0043231	cellular_component	intracellular membrane-bounded organelle	215	8645	0.377340417	0.000317968
GO:0043227	cellular_component	membrane-bounded organelle	215	8657	0.375339221	0.000349763
GO:0043229	cellular_component	intracellular organelle	236	9727	0.341661663	0.000427685
GO:0043226	cellular_component	organelle	236	9741	0.339586695	0.000476649
GO:0016833	molecular_function	oxo-acid-lyase activity	3	6	4.706797816	0.000502354
GO:0031090	cellular_component	organelle membrane	35	816	1.163655491	0.000907501
GO:0065002	biological_process	intracellular protein transmembrane transport	9	89	2.400989386	0.00197888
GO:0044429	cellular_component	mitochondrial part	26	547	1.311840511	0.002057787
GO:0016607	cellular_component	nuclear speck	4	16	3.706797816	0.002238435
GO:0019866	cellular_component	organelle inner membrane	21	398	1.462490618	0.002444955
GO:0008104	biological_process	protein localization	37	928	1.058270186	0.002466883
GO:0015031	biological_process	protein transport	34	826	1.104262686	0.002675773
GO:0045184	biological_process	establishment of protein localization	34	827	1.102517138	0.002708913
GO:0043021	molecular_function	ribonucleoprotein binding	5	29	3.170744916	0.003532873
GO:0005813	cellular_component	centrosome	7	59	2.631509689	0.003588551
GO:0005743	cellular_component	mitochondrial inner membrane	20	380	1.458870302	0.003591612
GO:0005740	cellular_component	mitochondrial envelope	23	479	1.326477926	0.004532591
GO:0005739	cellular_component	mitochondrion	45	1283	0.873345457	0.007670555
GO:0031966	cellular_component	mitochondrial membrane	22	466	1.30204329	0.008161473

GO:0043022	molecular_function	ribosome binding	3	11	3.832328698	0.008166989
GO:0055085	biological_process	transmembrane transport	10	131	1.995302909	0.009356374
GO:0006890	biological_process	retrograde vesicle-mediated transport, Golgi to ER	2	5	4.384869721	0.013577213
GO:0060180	biological_process	female mating behavior	2	5	4.384869721	0.013577213
GO:0033036	biological_process	macromolecule localization	39	1092	0.899442894	0.014821171
GO:0012505	cellular_component	endomembrane system	22	488	1.235492097	0.015313506
GO:0033057	biological_process	reproductive behavior in a multicellular organism	3	13	3.591320598	0.015502907
GO:0007007	biological_process	inner mitochondrial membrane organization	3	13	3.591320598	0.015502907
GO:0045039	biological_process	protein import into mitochondrial inner membrane	3	13	3.591320598	0.015502907
GO:0042719	cellular_component	mitochondrial intermembrane space protein transporter complex	3	13	3.591320598	0.015502907
GO:0005815	cellular_component	microtubule organizing center	7	77	2.247366197	0.02049463
GO:0007617	biological_process	mating behavior	3	14	3.484405394	0.02049463
GO:0006626	biological_process	protein targeting to mitochondrion	3	14	3.484405394	0.02049463
GO:0070585	biological_process	protein localization in mitochondrion	3	14	3.484405394	0.02049463
GO:0006166	biological_process	purine ribonucleoside salvage	2	6	4.121835315	0.02239209
GO:0043101	biological_process	purine salvage	2	6	4.121835315	0.02239209
GO:0043174	biological_process	nucleoside salvage	2	6	4.121835315	0.02239209
GO:0060491	biological_process	regulation of cell projection assembly	2	6	4.121835315	0.02239209
GO:0043015	molecular_function	gamma-tubulin binding	2	6	4.121835315	0.02239209
GO:0005093	molecular_function	Rab GDP-dissociation inhibitor activity	2	6	4.121835315	0.02239209
GO:0009103	biological_process	lipopolysaccharide biosynthetic process	2	6	4.121835315	0.02239209
GO:0016830	molecular_function	carbon-carbon lyase activity	5	45	2.536872814	0.034289251
GO:0046479	biological_process	glycosphingolipid catabolic process	2	7	3.899442894	0.037545359
GO:0008653	biological_process	lipopolysaccharide metabolic process	2	7	3.899442894	0.037545359
GO:0019377	biological_process	glycolipid catabolic process	2	8	3.706797816	0.043963871
GO:0004427	molecular_function	inorganic diphosphatase activity	2	8	3.706797816	0.043963871
GO:0006612	biological_process	protein targeting to membrane	4	33	2.662403696	0.045860944
GO:0034613	biological_process	cellular protein localization	19	444	1.160309463	0.047858188
GO:0044450	cellular_component	microtubule organizing center part	3	19	3.043832803	0.047882564
GO:0019098	biological_process	reproductive behavior	3	19	3.043832803	0.047882564
GO:0005783	cellular_component	endoplasmic reticulum	35	1031	0.826252215	0.049063572
GO:0070727	biological_process	cellular macromolecule localization	19	446	1.153825429	0.049317738

Figure S1. Cluster dendrogram by behavioral phenotype across HMDP

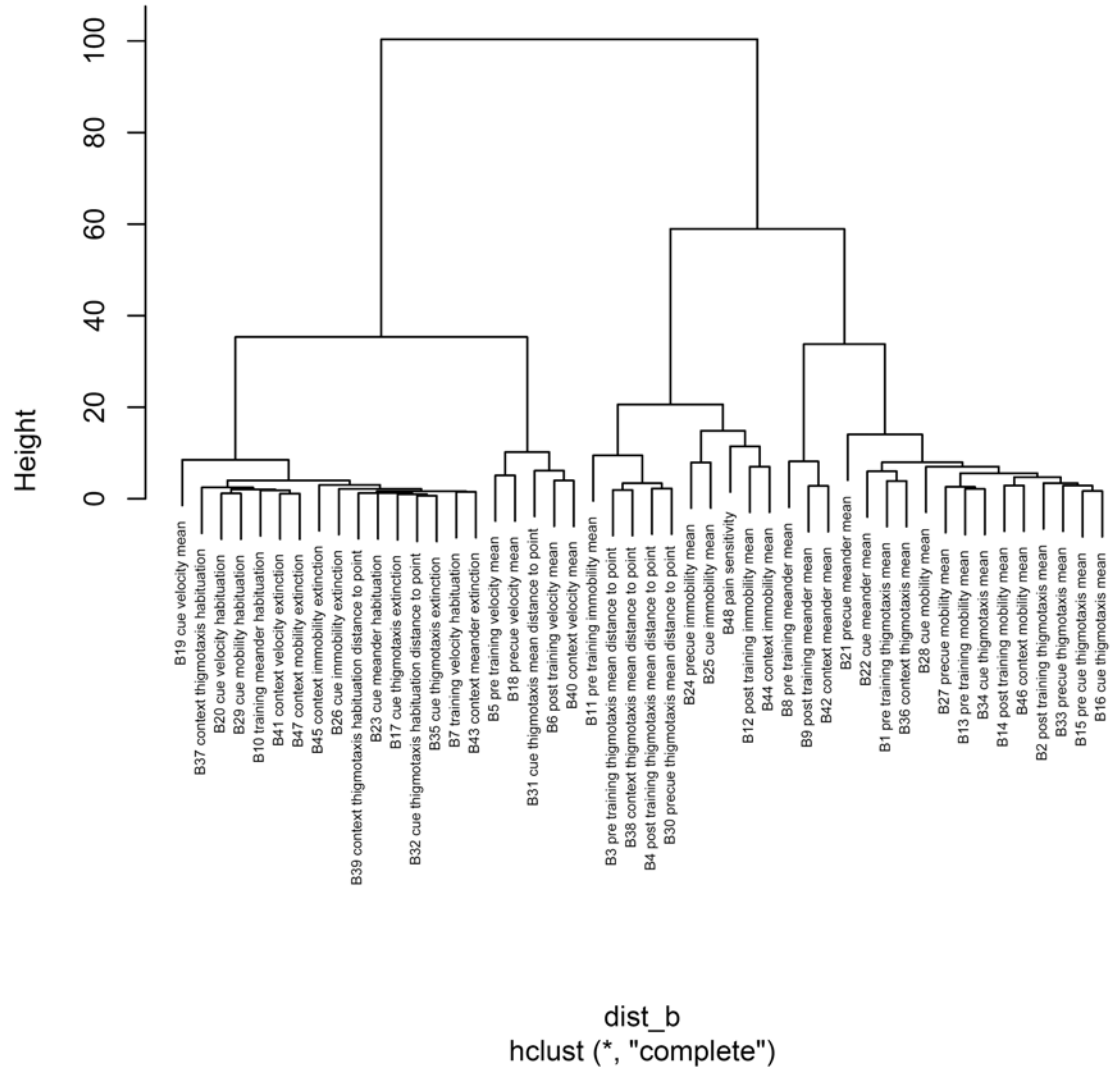

Figure S2. Mapped locus for B25 cue immobility mean on chromosome 7

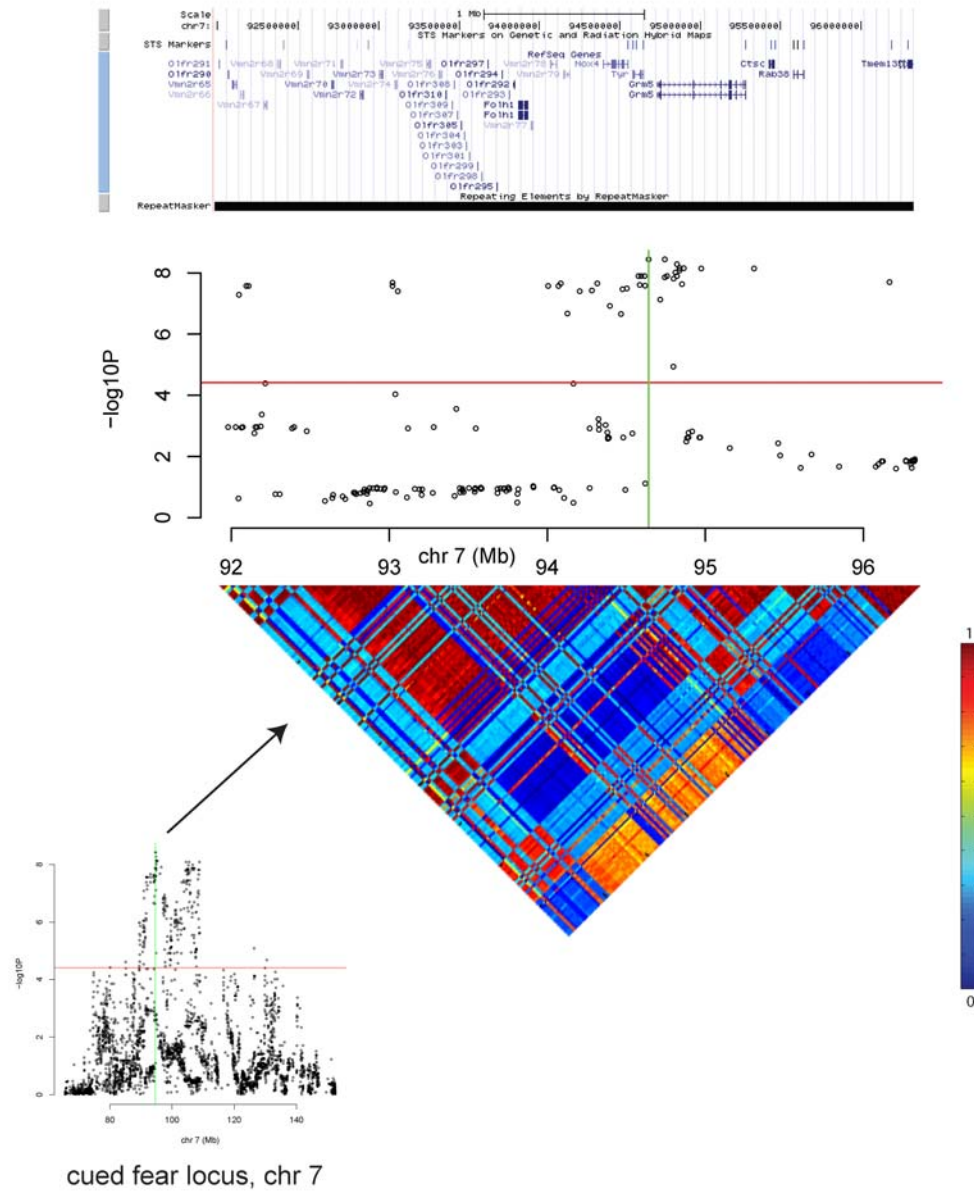

Figure S3. QTL plots for 48 tested behavioral phenotypes after EMMA population structure correction. The red line denotes genome-wide significance threshold of $P = 4.1 \times 10^{-6}$, equivalent to $FDR < 0.05$.

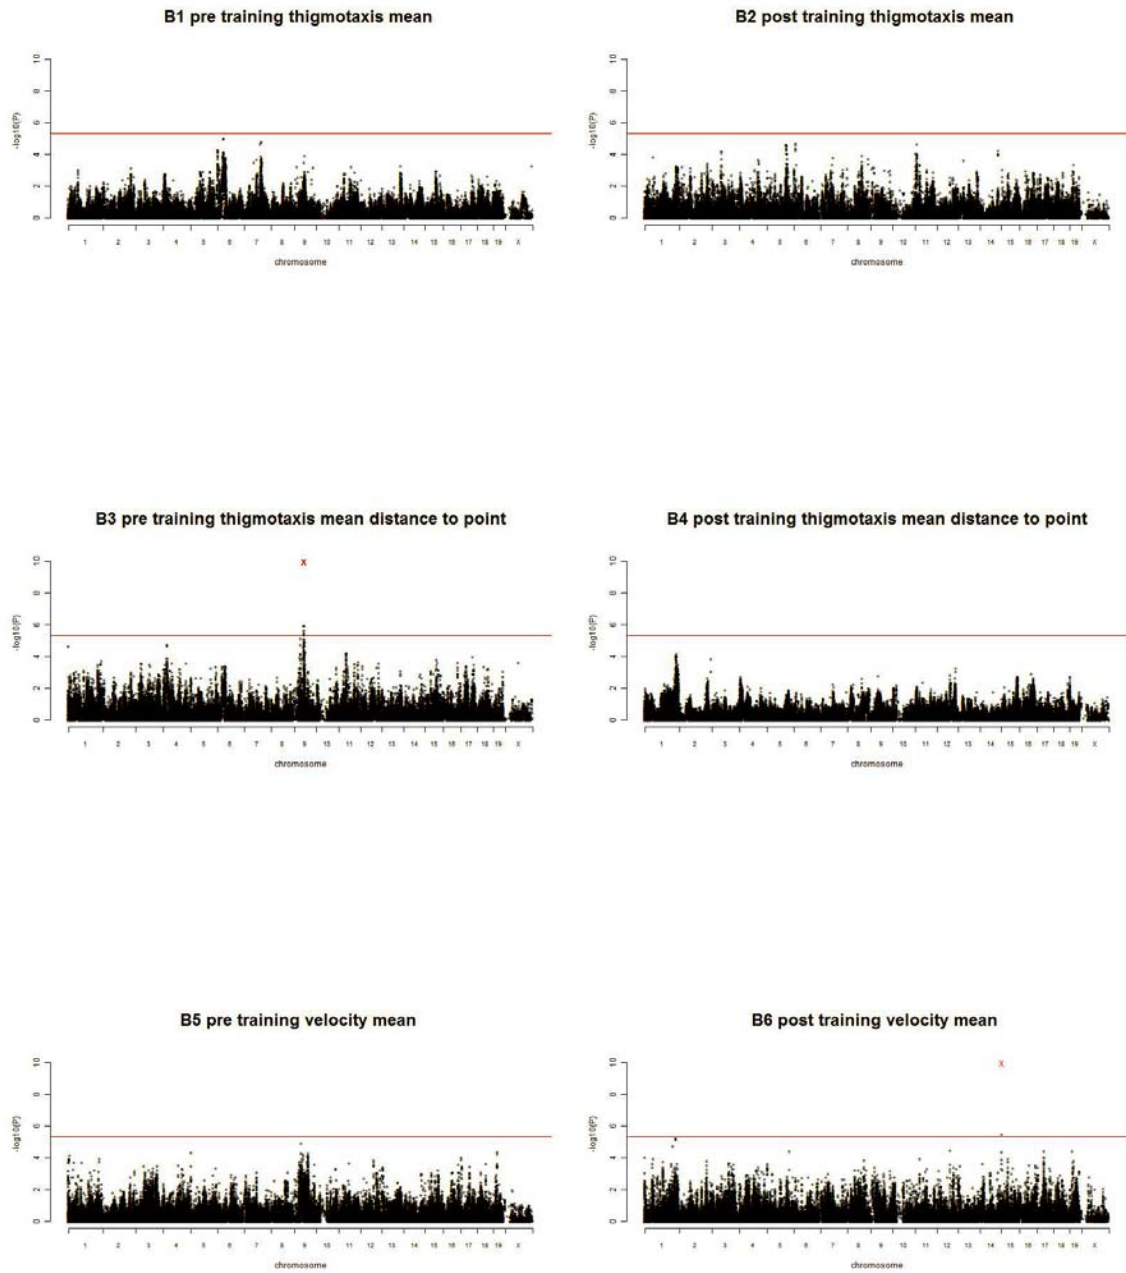

B7 training velocity habituation

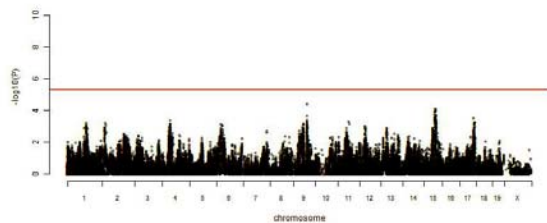

B8 pre training meander mean

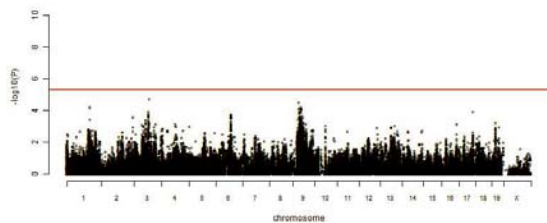

B9 post training meander mean

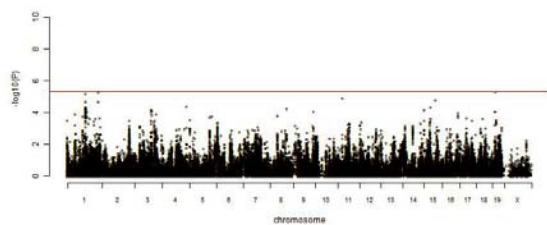

B10 training meander habituation

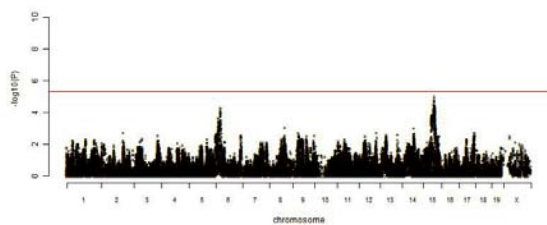

B11 pre training immobility mean

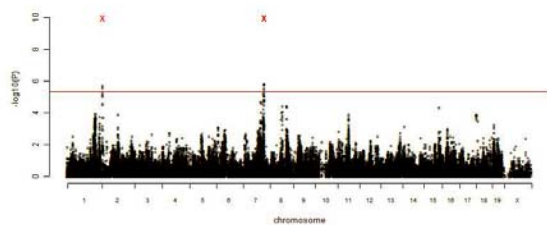

B12 post training immobility mean

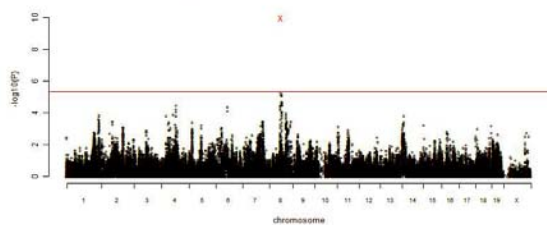

B13 pre training mobility mean

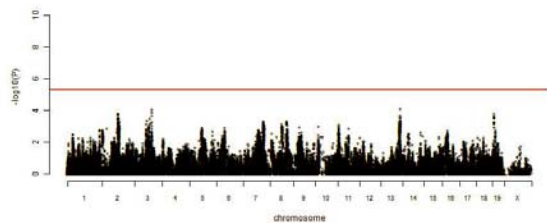

B14 post training mobility mean

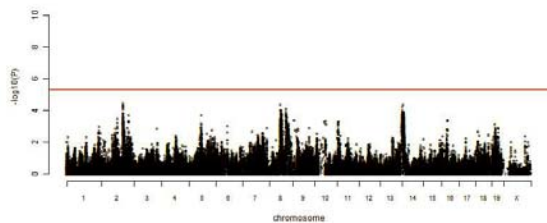

B15 pre cue thigmotaxis mean

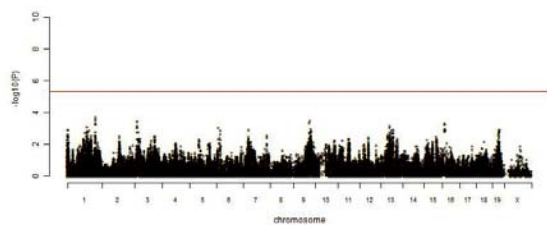

B16 cue thigmotaxis mean

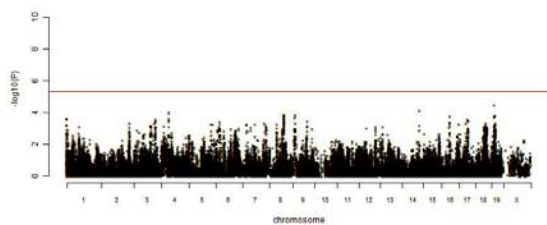

B17 cue thigmotaxis extinction

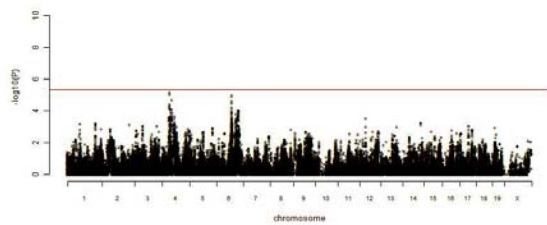

B18 pre cue velocity mean

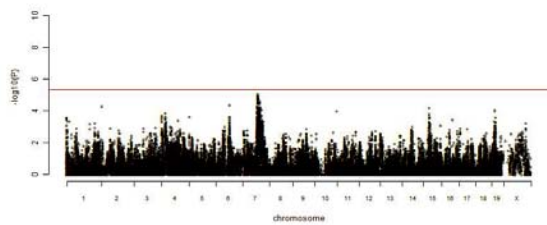

B19 cue velocity mean

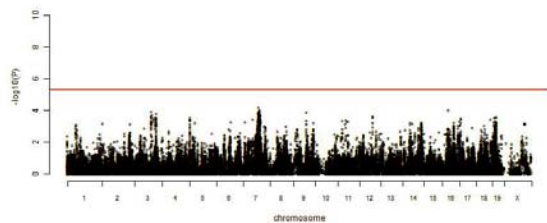

B20 cue velocity habituation

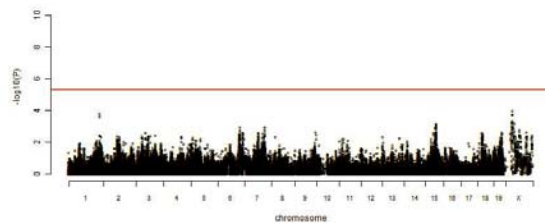

B21 pre cue meander mean

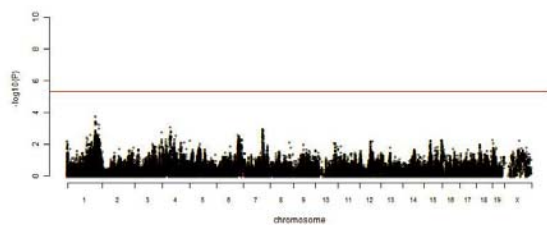

B22 cue meander mean

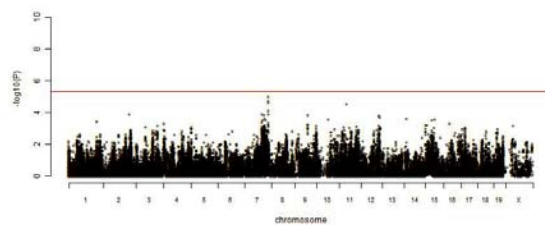

B23 cue meander habituation

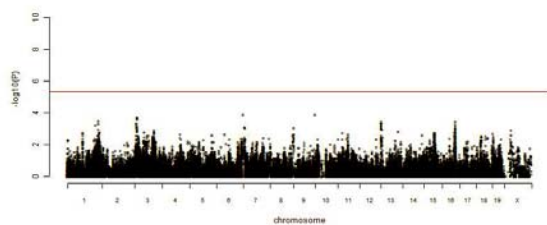

B24 pre cue immobility mean

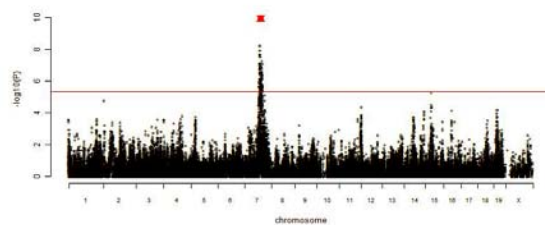

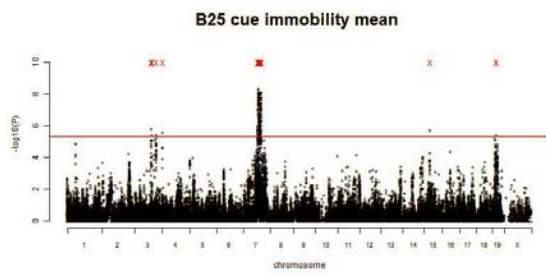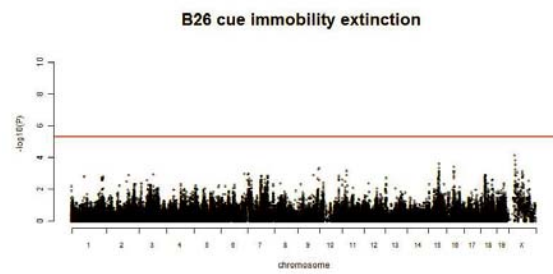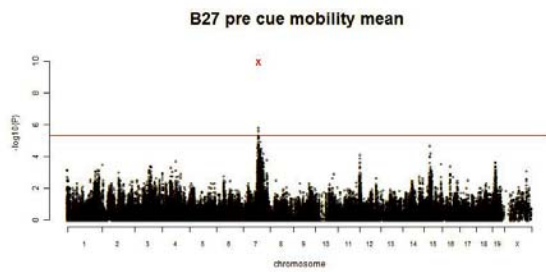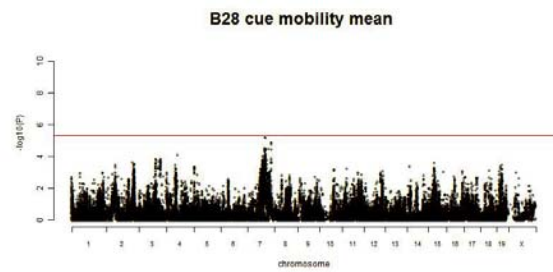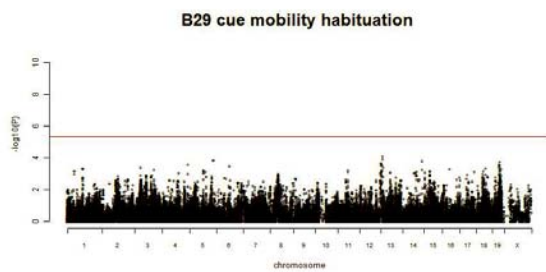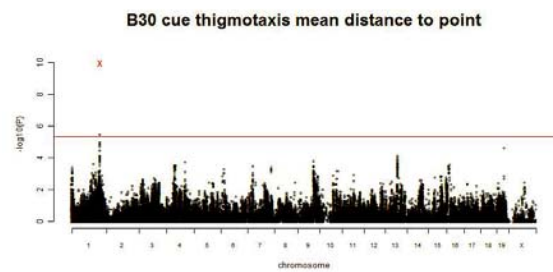

B31 cue thigmotaxis mean distance to point

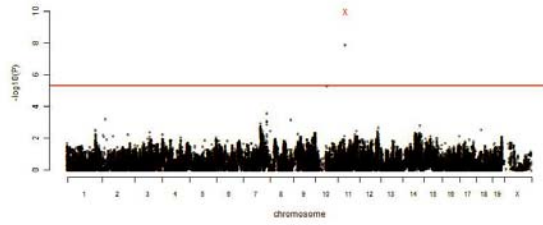

B32 cue thigmotaxis habituation distance to point

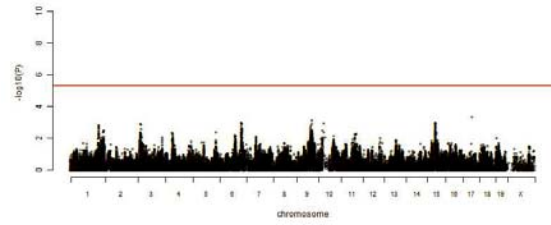

B33 cue thigmotaxis mean

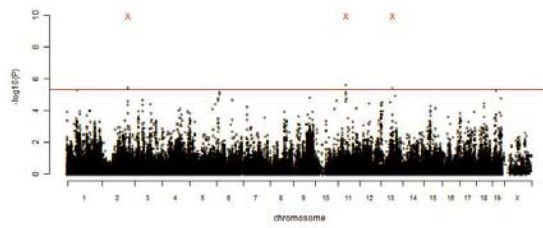

B34 cue thigmotaxis mean

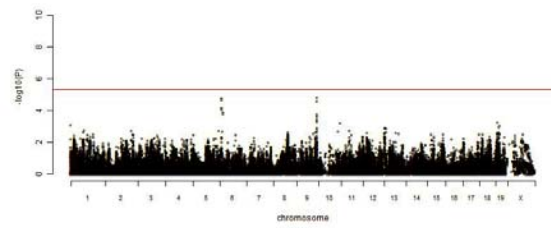

B35 cue thigmotaxis extinction

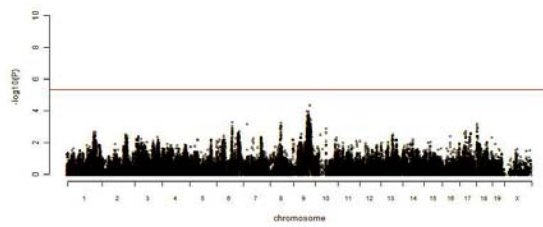

B36 context thigmotaxis mean

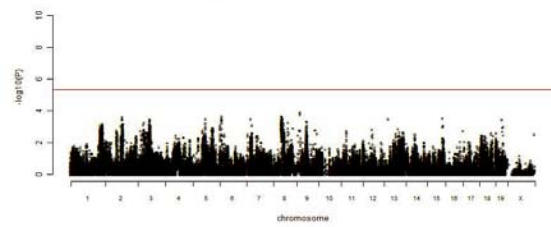

B37 context thigmotaxis habituation

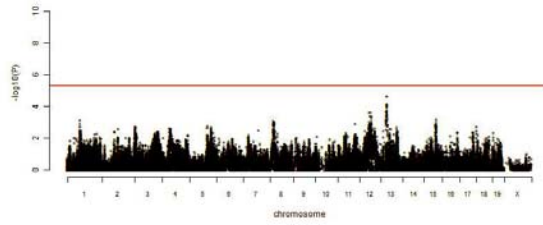

B38 context thigmotaxis mean distance to point

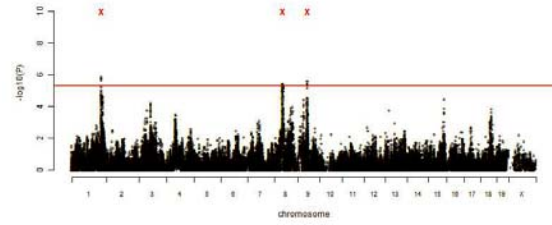

B39 context thigmotaxis habituation distance to point

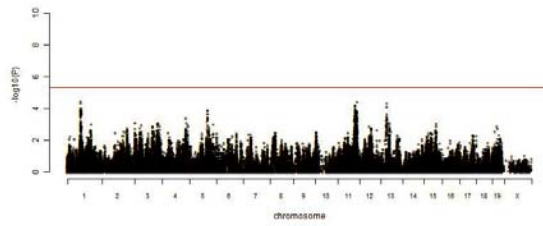

B40 context velocity mean

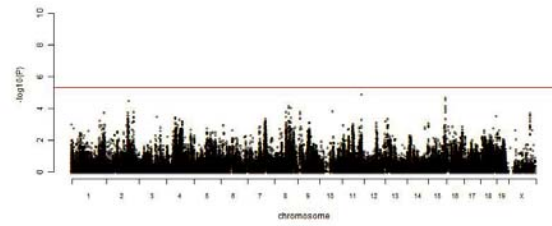

B41 context velocity extinction

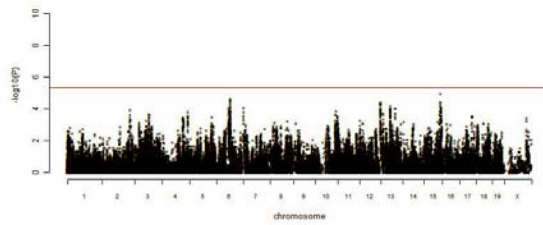

B42 context meander mean

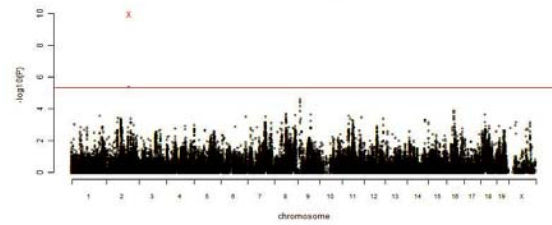

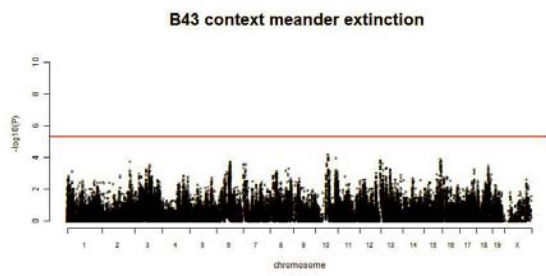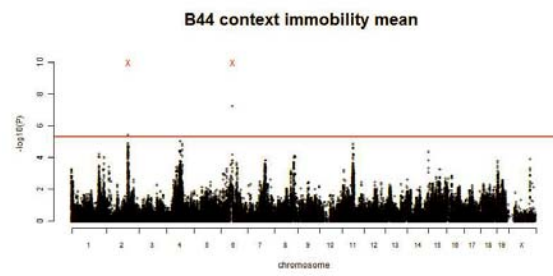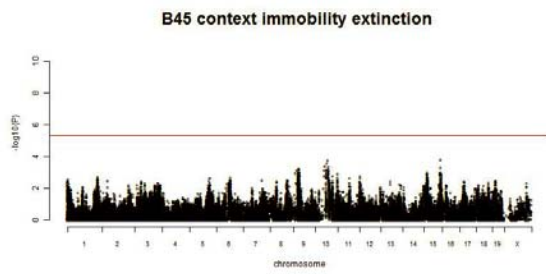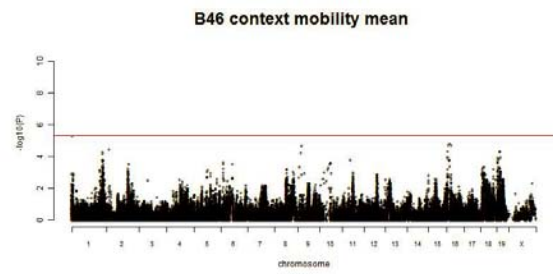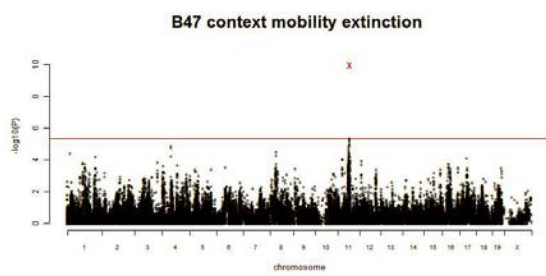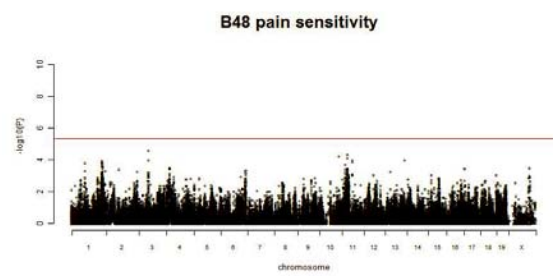

Figure S4. Hippocampus eQTLs. Genome location of SNP marker shown on the X axis, while genome probe start position is denoted by the Y axis. The X marginal plot represents number of probes regulated by each marker and shows hotspots of gene regulation. The Y marginal plot denotes number of markers regulating each probe. Each point represents a P value surpassing the genome wide significance threshold $P < 9.21 \times 10^{-6}$, or FDR < 5%.

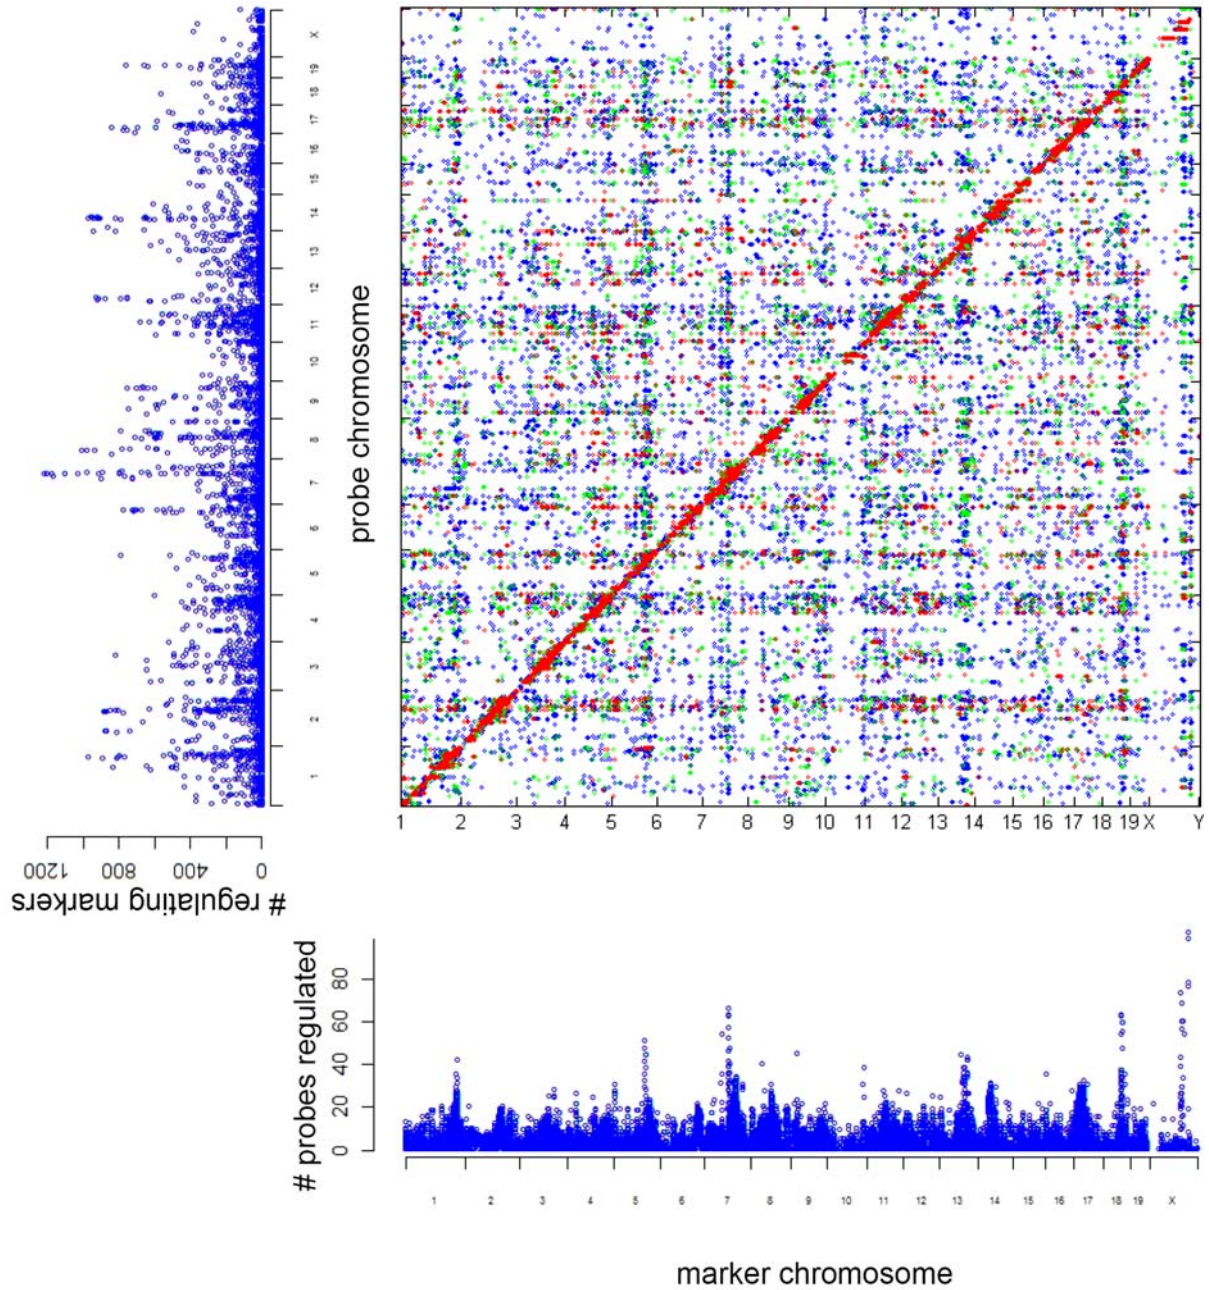

Figure S5. Striatum eQTLs. Genome location of the SNP marker shown on X axis, while genome probe start position is shown on Y. The X marginal plot represents number of probes regulated by each marker and shows hotspots of gene regulation. The Y marginal plot denotes number of markers regulating each probe. Each point represents a P value surpassing the genome wide significance threshold $P < 1.19 \times 10^{-5}$ or FDR < 5%.

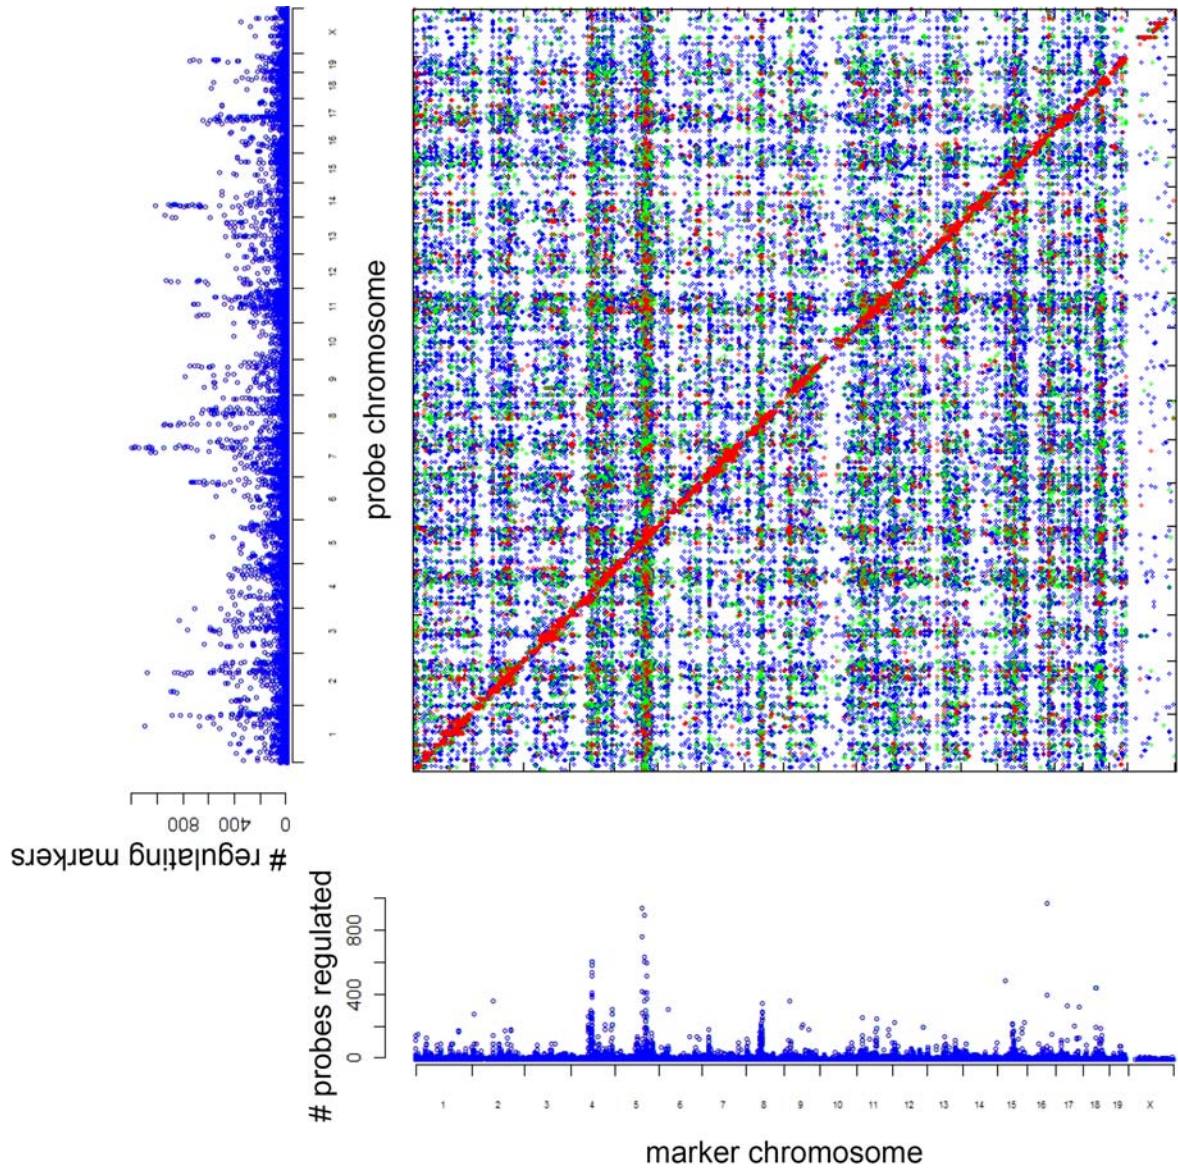

Figure S6. Hippocampus Module-trait correlations

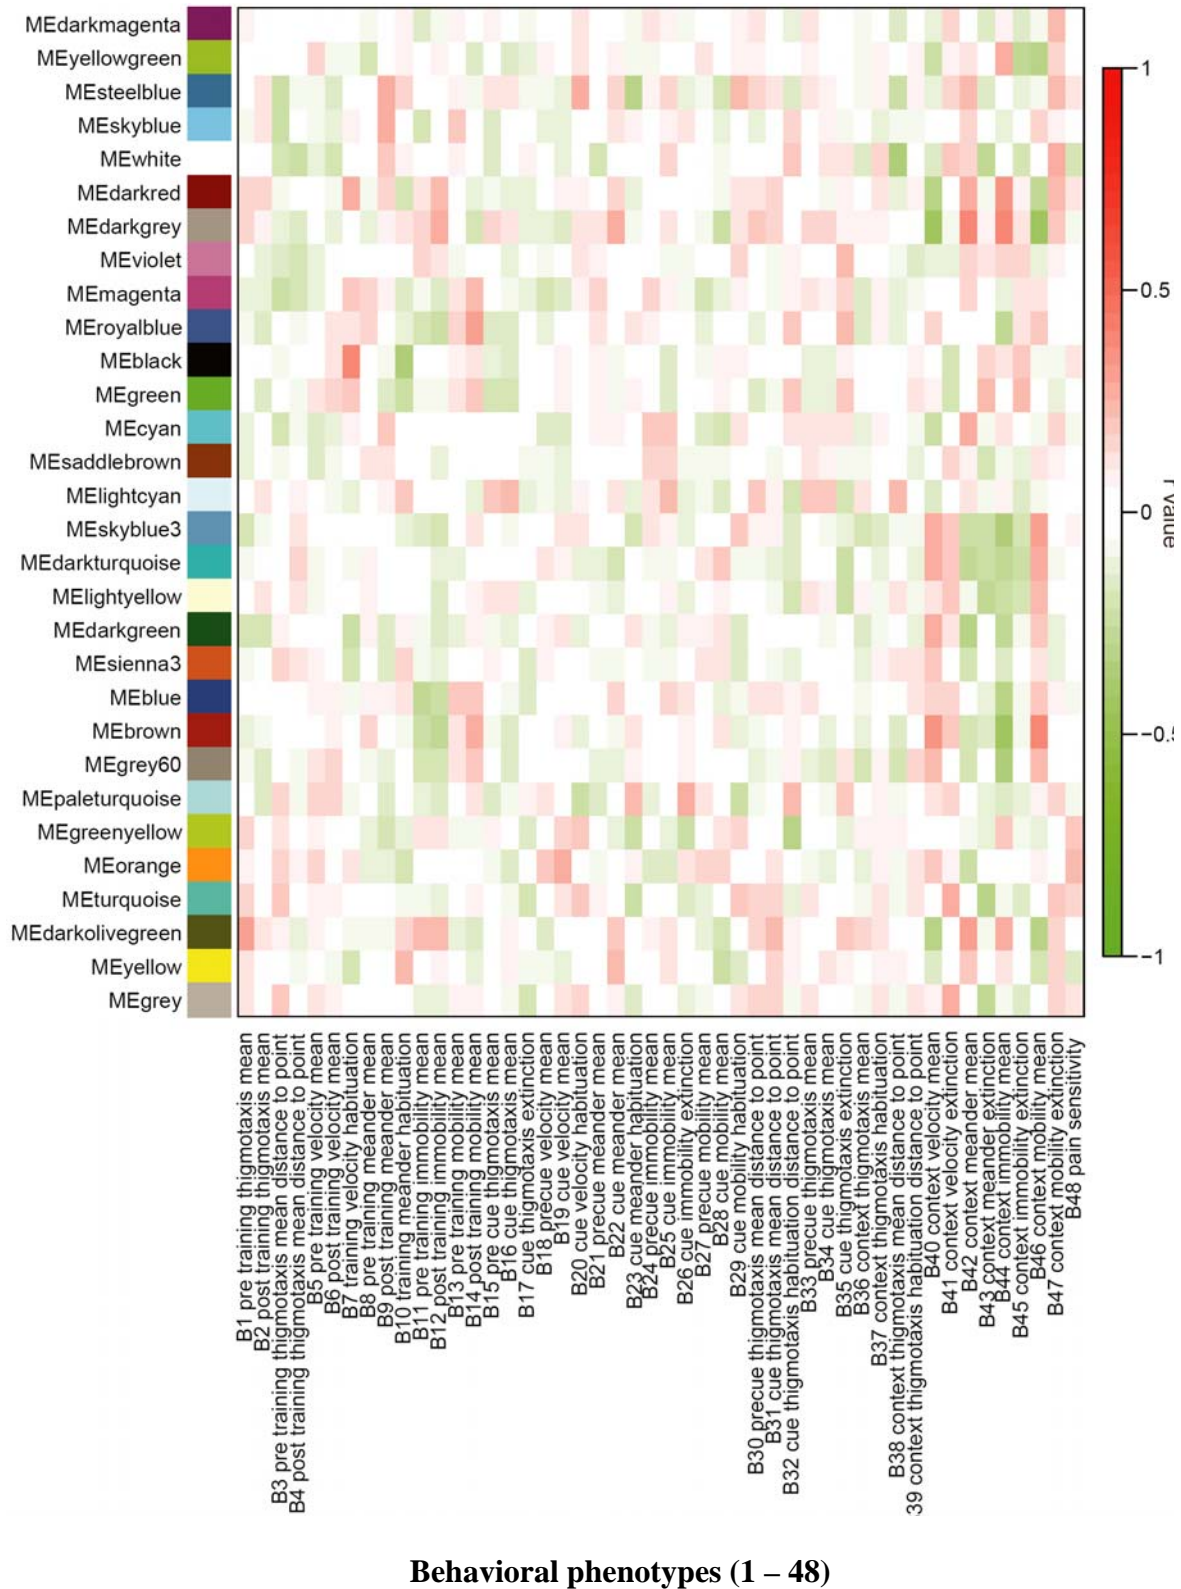

Figure S7. Striatum Module-trait correlations

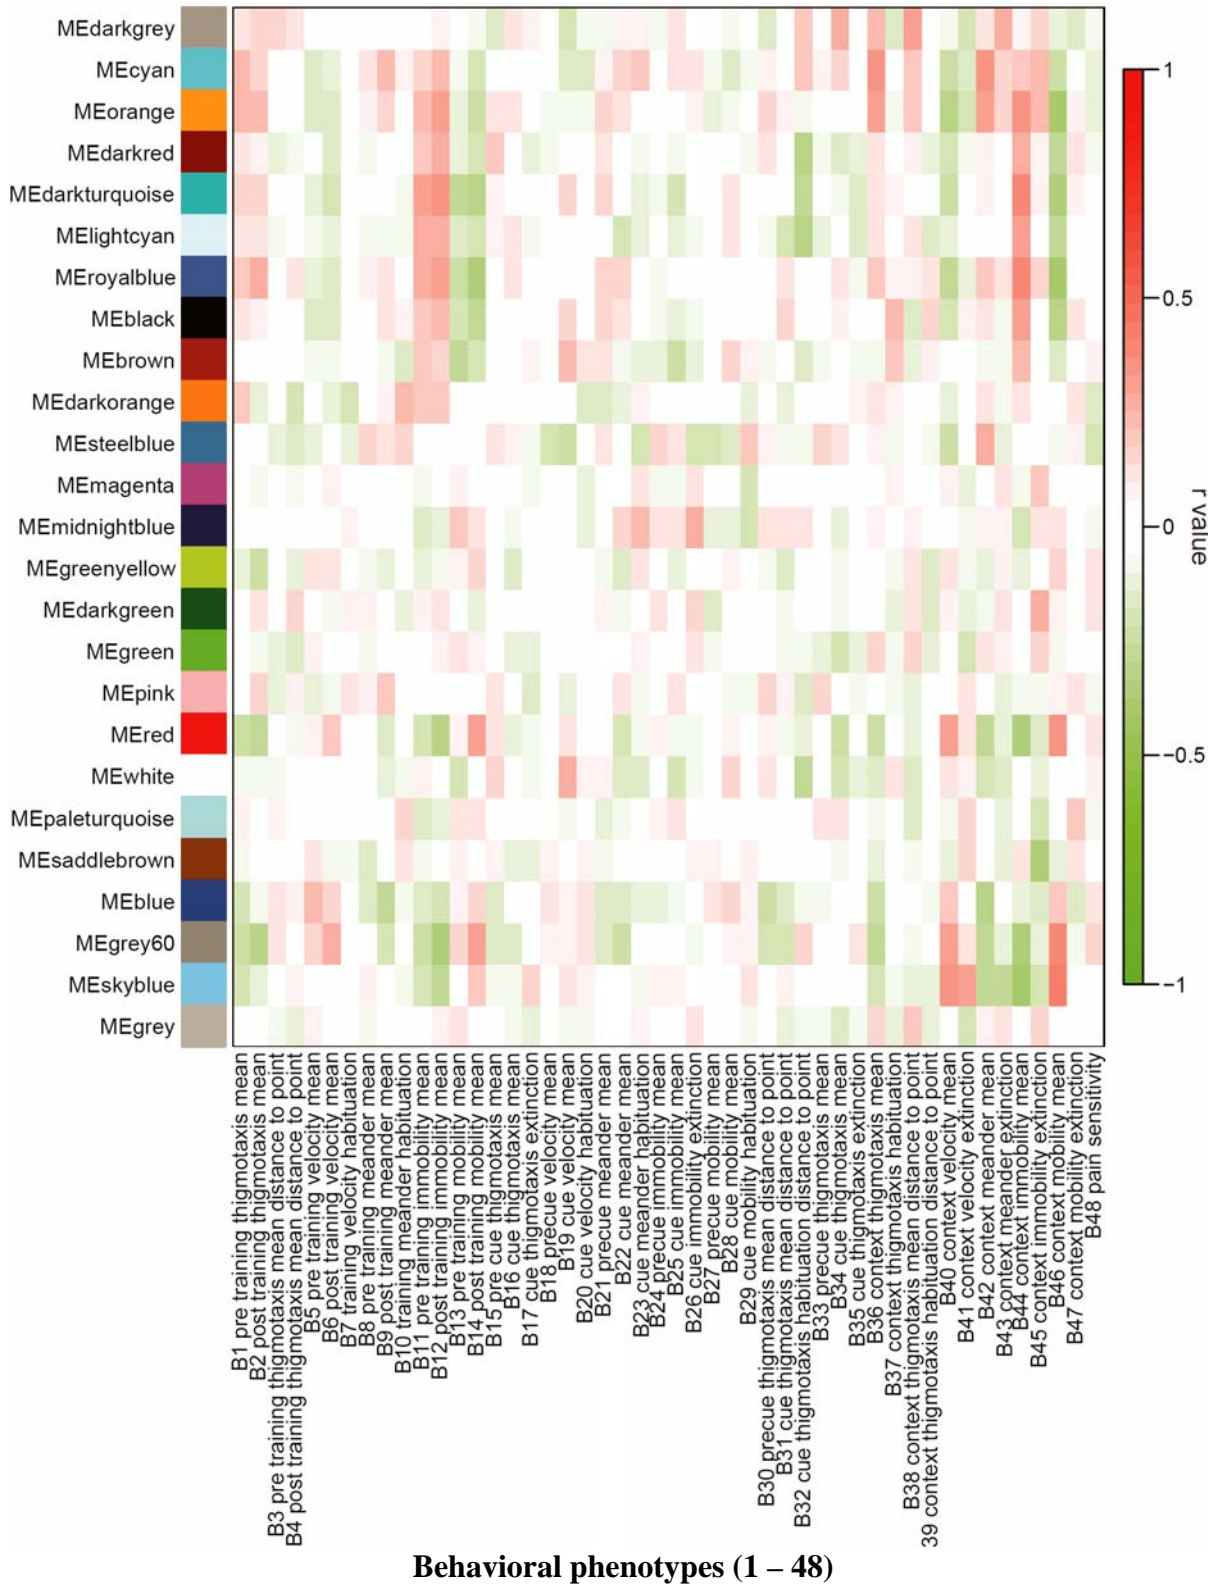

Figure S8. Striatum NEO results

**SNP Marker Position**<br>(Mbp)	chr7:125.087101	chr7:94.799195	chr8:73.928238
**RefSeq Gene**	<i>6330503K22RIK</i>	<i>Kif3a</i>	<i>Plvap</i>
**Probe Position**<br>(Mbp)	chr7:125.880065	chr11:53.406708	chr8:74.021817
**Gene Expression QTL**<br>($-\log_{10} P$)			
**Behavioral QTL**<br>($-\log_{10} P$)			
**Quantitative Behavioral Phenotype**	B11: Pre training immobility mean	B25: Cue immobility mean	B12: Post training immobility mean
**LEO.NB.AtoB**	2	1.21	0.662
**RMSEA**	0	0	0

How the deposited data were processed for this re-analysis (not part of the article)

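Gene expression was measured in whole hippocampus (100 arrays of 99 strains) and whole striatum (98 arrays of 97 strains) of the Hybrid Mouse Diversity Panel on Illumina MouseRef-8 arrays with 25697 probes. All arrays were mapped and used. The paper's numbers are 98 and 96 strains for the eQTLs and 94 per tissue for the networks, and its text does not name the strains left out. Each strain had 1 array per tissue, except that 2 arrays carried the name B6Cc3 and were averaged. There is thus no replicate error within a strain.
The authors scanned the arrays and normalized the signal intensity with the rank invariant method of BeadStudio. The authors deposited, for each array, a signal intensity and a detection p-value per probe. In the hippocampus table 100% of the deposited signal intensities equal the authors' processed series table within rounding, so they already carry the rank invariant normalization. In the striatum table 0.000199% do, so the striatum signal had not been normalized. The deposited detection p-values compare each probe with the negative control probes of its array. None of the deposited values is on a log2 scale.
Background was corrected from the signal and the detection p-values with limma 3.58.1 in R 4.3.3 (normexp, offset 16), followed by quantile normalization within each tissue and a log2 transform. For the comparison of the tissues the arrays of both were normalized jointly. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Arrays carry no depth. Their number and the signal over background limit the precision: the share of probes with a detection p under 0.01 ranged from 22.4% to 49.5% in hippocampus and from 35.2% to 46.4% in striatum. Gene symbols came from the gene numbers of the array annotation matched to the RefSeq gene table of the mouse (GRCm38.p6), which was used for names and for which genes neighbour each other only. Of the probes 23978 had 1 symbol and 1719 none. For this reason some genes named in the paper, such as 6330503K22Rik (Ccp110), appear under another symbol.
Probes were kept when detected in at least 20% of the arrays of each tissue (11746 probes), or of either tissue for the comparison of tissues (12775 probes). A correlation across strains between the tissues used the 96 strains with both arrays, with a two-sided test, Benjamini-Hochberg adjustment and a threshold of 0.05. For the 46 probes of the named family, which includes probes picked for a high r, Pearson's r and Spearman's rho each had a permutation p from 100000 permutations, and r was computed again without the 2 strains farthest from the median in hippocampus. Tests across strains treat the strains as exchangeable and, unlike the paper's mapping, do not correct for their relatedness. Some strains were near alike, such as BXA1 in hippocampus with BXA8 in striatum (r = 0.947 over probes of Tables S2 and S3). A p near the threshold is thus uncertain. Separate levels were called by a normal mixture with common variance, when the Bayesian information criterion fell by over 10, the means lay at least 3 SD apart and the smaller level held at least 6 strains. The levels describe values and were never used as groups in a comparison. Random lists were matched on mean expression in 20 bins, with 10000 draws. The tissues were compared with limma (lmFit and eBayes), at an adjusted p under 0.05 and at least 2-fold.
WGCNA was rebuilt in Python: its tree cut was followed in its rules for core tightness and gap (deep split 2) without reassignment of probes. Module enrichment used a one-sided Fisher's exact test against the 8250 detected genes, adjusted over all modules and lists of a tissue. Neighbouring genes were counted as the most genes of a module within 100 consecutive genes of a chromosome, against 1000 random gene sets. Co-expression of a gene list was the mean pairwise correlation over 1 probe per gene, the one with the highest mean, and the difference between tissues was tested by swapping the tissues within strains 100000 times. Of 25 lists, 20 had at least 3 detected genes and were tested.
The genes named follow a rule: every gene the paper names with an expression, eQTL or hub statement, the first 10 entries of Tables S2 and S3, the members of a list with the 4 largest values of its measure, the 10 probes with the highest correlation between tissues outside these tables, the 10 most connected probes per tissue, and the 10 largest fold changes per direction. Further genes named as examples of same-gene probes, module members or moderate fold changes were chosen after their values were seen. The tests of expression, co-expression and modules, the lists, the naming rule and the alternatives listed next were set before the data were examined. Tests of the AXB19b array, of the labels AXB15 and AXB19, of neighbouring genes in modules, of choroid plexus and of the authors' connectivity were added later.
Alternatives for the signal were the authors' processed values on the log2 scale (values below 1 set to 1), no background correction and median centring in place of quantile normalization. Further ones were all probes or a stricter filter of detection in 80% of arrays, the mean of each strain set removed, and Spearman's rho in place of Pearson's r. Networks were built at powers of 4 and 8 or signed at a power of 12, with minimum module sizes of 20 and 50, or with merging at 0.75. The rest were levels 2 SD apart, no fold threshold, strain as a replicate block, and strains left out or paired by another label. Most changed 1 choice at a time. The signed network also changed the power, and the authors' values changed background correction and normalization together. The pairing by another label was also run with the replicate block. Alternatives added after seeing the data left out the hippocampus array of AXB19b with the striatum arrays of SM and NZW, that of AXB19b alone, the strains AXB15 and AXB19, or the strain KK.
The steps were tested on simulated data. The simulated values were normal noise, independent between probes apart from what was planted, and held no outlying array. The false calls below thus do not measure those in the real data, where random pairings of strains called up to 2671 probes. With a planted correlation of 0.4 between tissues, 74.5% of 200 probes were found among 11746 with 5 false calls, and with 0.6 all 200 with 8. Levels 4 SD apart were found for 98% of 200 probes among 2000 and levels 6 SD apart for all, with no false call. Of 5 planted modules 5 were found, and 56 probes outside them were falsely placed in a module. All 3 shared modules had a Zsummary above 10. The swap test called 2.6% of lists with equal co-expression, and all lists with a correlation of 0.5 against 0.1. The comparison with limma found 80% of 100 planted log2 differences of 0.3 and all of 1 among 12775 probes, with 12 false calls.
Strains were paired between tissues by their labels. Over 132 probes of Tables S2 and S3, 92 of 96 hippocampus arrays and 90 of 96 striatum arrays matched best the array of their own strain. In the residuals of the comparison of tissues, the median correlation within a strain was 0.453, against −0.00754 between strains, and 93 of 96 pairs exceeded 0.1. Genotypes, behavioural measures, eQTL P values, the correlation of modules with behaviour and the NEO scores were not recomputed. Of Additional file 2 the first 1998 of 25697 probes were at hand, and no set test was run on them.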

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

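Of the tests here, those without AXB19b, SM and NZW, without AXB15 and AXB19 and without KK were chosen only after the result was seen.
The co-expression of neuropeptide genes drew attention because it differed between the tissues in a test of the difference itself. The mean pairwise correlation of the 11 genes was higher in hippocampus than in striatum by 0.105 (adjusted p = 0.0148 over 20 lists). Tac1, the precursor of substance P, belonged to the common pattern in hippocampus with and without AXB19b, SM and NZW, while in striatum Cck and Vip rose where Pdyn fell. The excitatory neuron genes Slc17a7 and Neurod2 also varied strongly together in striatum, so a varying share of neighbouring tissue in the dissected striatum stays open. The difference held without background correction (0.111, adjusted p = 0.00700), with the mean of each strain set removed (0.126, adjusted p = 2e-04), with Spearman's rho (0.0819, adjusted p = 0.0246), without CAST (0.111, adjusted p = 0.0106), without the 3 arrays that stand apart (0.114, adjusted p = 0.00460), without AXB15 and AXB19 (0.106, adjusted p = 0.0160) and without KK (0.103, adjusted p = 0.0128). It did not pass on the authors' processed values (0.0682, adjusted p = 0.324) or with median centring (0.110, adjusted p = 0.320). The 1 list that passed on the authors' processed values was another, that of ubiquitin-specific peptidases (adjusted p = 0.00580). The mean correlations are small, and a list of 11 genes gives a rough measure. No technical or biological explanation was tested for this difference.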

How the results depend on the processing

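The tests without AXB19b, SM and NZW were chosen only after the result was seen. The count of probes positively correlated between tissues, the positive probes and those with 2 levels in Tables S2 and S3, the parent and RI comparison, same-gene pairs above 0.5, modules with a Zsummary above 10 and strain matching stayed within 1.5 times their value in all alternatives run. For Zsummary this holds for the number of modules and not for their share, which was 12 of 13 in the main setting and 12 of 18 on the authors' processed values. Smaller counts moved further. Probes negatively correlated between tissues numbered 4 with median centring and 38 over all probes, and 101 probes exceeded 0.8 with Spearman's rho. Over the main results 153 values in other settings were unchanged by these measures, 11 moved and 1 reversed. Of the 504 correlations of 42 named probes in other settings, 483 stayed on their side of the threshold, 11 passed it and 10 no longer did. Of 832 tissue differences of 104 probes, 758 stayed, 60 passed and 14 no longer did. The r of Flot1 probe ILMN_2702464 changed sign with the mean of each strain set removed, to −0.0129, and no tissue difference did.
The number of modules was 23 in hippocampus with Spearman's rho and 19 in striatum with median centring. With Spearman's rho the largest striatum module held 3082 probes, and 51.5% of probes joined none. The largest hippocampus module held 3160 probes without B6Cc3, 3798 at a power of 4 and 663 without the 3 arrays that stand apart. The correlation of whole-network connectivity rose to 0.672 without AXB19b, SM and NZW and to 0.574 without AXB19b alone, both chosen after seeing the data. The values themselves show the weight of the AXB19b array. Intramodular connectivity had r = −0.0207 on the authors' processed values, where its sign reversed, 0.285 without background correction and 0.389 without the 3 arrays. The number of lists that differed between tissues was 0 with median centring and 3 with Spearman's rho. The cause was not tested for the module and list counts or for the signal settings.
The number of probes that differed between tissues was 439 on the authors' processed values, 465 without background correction, which compresses fold changes of dim probes, and 9622 with no fold threshold, which asks less by construction. With strain as a replicate block, which uses the pairing of the tissues, it was 945. Levels 2 SD apart gave the same counts as 3 SD, since the fit never called closer levels, so that alternative says nothing. The slide as a block was not run, as the files name no slide. Signal over background limits dim genes: where the low level lies near background, the fold between levels is not known.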

Differences from the paper's values

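The paper reports 30 modules in hippocampus and 25 in striatum, and both numbers count the grey module of unassigned genes as one. With the unassigned probes counted in the same way there were 14 here in hippocampus, against the paper's 30 (13 without them). Of the alternatives set before the data were examined, only Spearman's rho, with 24, lies within 1.5 times the paper's value. The others do not: the authors' processed values (19), no background correction (17), median centring (15), the stricter filter (12), strain set means removed (13), without CAST (12), without B6Cc3 (13), powers of 4 (13) and 8 (12), the signed network (12), minimum sizes of 20 (16) and 50 (12) and merging at 0.75 (13). In striatum there were 13 on this scale (12 without the unassigned probes), against the paper's 25. The authors' processed values, with 19, median centring, with 20, and a minimum size of 20, with 17, lie within 1.5 times of it. No background correction (16), the stricter filter (11), strain set means removed (15), Spearman's rho (12), without CAST (12), without B6Cc3 (14), powers of 4 (16) and 8 (13), the signed network (15), a minimum size of 50 (11) and merging at 0.75 (12) do not. The paper's networks used all probes of the array and 94 strains per tissue, and those here the 11746 detected probes and all strains. The paper's text states no network settings.
The paper's correlation of intramodular connectivity between the tissues is 0.53, and it was 0.107 here. None of the alternatives set before the data were examined comes within the SD of 0.163 over draws of strains, with values from −0.0207 on the authors' processed values to 0.285 without background correction. Without AXB19b, SM and NZW, an alternative chosen after seeing the values, it was 0.389 and lies within that SD of the paper's value. The draws used only the 5000 most variable probes, so their SD is a rough measure for the full networks.
The paper has more modules in hippocampus than in striatum. Here the numbers without unassigned probes, 13 and 12, lie closer together than the spread over draws. Hippocampus had more with Spearman's rho (23 against 11), no background correction (16 against 15), the stricter filter (11 against 10), a minimum size of 50 (11 against 10), merging at 0.75 (12 against 11) and without the 3 arrays (17 against 13). The numbers were equal on the authors' processed values (18) and without CAST (11). Hippocampus had fewer with median centring (14 against 19), strain set means removed (12 against 14), a power of 4 (12 against 15), a power of 8 (11 against 12), the signed network (11 against 14), a minimum size of 20 (15 against 16) and without B6Cc3 (12 against 13).
The paper names Map2k1, Psmd6, Ube2a, Nfib and Usp33 as hubs of its modules related to context fear. Here their percentiles of whole-network connectivity in hippocampus were 66.6 for Map2k1, 68.8 and 54.0 for the 2 probes of Psmd6, 92.3 for Ube2a, 80.2 for Nfib and 44.1 for Usp33. Within their hippocampus modules the percentiles were 50.7 for Map2k1, 86.7 and 39.4 for Psmd6 and 96.6 for Nfib, while Ube2a and Usp33 joined no module there. Without the 3 arrays, chosen after seeing the values, the whole-network percentiles were 99.7 for Map2k1, 99.1 and 94.8 for Psmd6, 97.2 for Ube2a, 95.5 for Nfib and 93.3 for Usp33. The intramodular percentiles were then 62.8 for Map2k1, 80.35 and 47.0 for Psmd6, 99.6 for Ube2a, 95.4 for Nfib and 91.0 for Usp33.
The paper describes a hippocampus module rich in genes of neuropeptides and oxygen binding that striatum lacks. Here the neuropeptide genes varied together more in hippocampus, though not past the threshold on the authors' processed values (adjusted p = 0.324) or with median centring (adjusted p = 0.320), and no hippocampus module was enriched in them, and of the oxygen carriers Hbb-b2 and Hbb-bt joined a striatum module. Without the 3 arrays, chosen after seeing the values, they also joined a hippocampus module (2 of 4 genes, adjusted p = 0.00865). These modules, of 31 and 39 probes, held 9 and 12 genes within 100 consecutive genes. Linked genes can thus not be told apart here from a group of oxygen carriers. The paper also describes a module of antigen presentation in both tissues. None was found here with all arrays, and one appeared in hippocampus without the 3 arrays, chosen after seeing the values, with 5 of 9 genes of the list (adjusted p = 1.34e-08). The paper describes Flot1 as under local control in both tissues. Here one of its probes correlated between the tissues and the other did not (r = 0.0148).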

Other observations

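Of the tests in this part, that of a stretched signal in the AXB19b array, that of choroid plexus in single arrays and that of the B6Cc3 arrays against the arrays of a strain across tissues were chosen only after the result was seen, and so were the values without arrays or strains. The others were set before their values were seen. Those on AXB19b, on the labels AXB15 and AXB19, on neighbouring genes and on the authors' connectivity were thought of only once the data had been looked at.
Fos, Egr2 and Arc, immediate-early genes that neuronal activity switches on, varied together more than any random list in both tissues, with a mean pairwise correlation over 9 genes of 0.581 in hippocampus and 0.554 in striatum. Their first component correlated between the tissues over 96 strains with r = 0.707 and rho = 0.692 (permutation p = 1e-05 for each, the smallest possible, adjusted p = 4e-05 over 20 lists), and r was 0.707 without LG and RIII. The paper's text does not name these genes. The first component of 9 microglia markers, led by C1qc in hippocampus and C1qb in striatum, also correlated between the tissues, with r = 0.553 and rho = 0.745 (permutation p = 1e-05 for each, adjusted p = 4e-05) and r = 0.801 without AXB19b and CBA. The first component of the oligodendrocyte genes had r = 0.223 (permutation p = 0.0322, adjusted p = 0.0796), rho = 0.241 (permutation p = 0.0183) and r = 0.311 without AXB15 and AXB19b. Genes of the cytosolic ribosome had a mean pairwise correlation of 0.287 in hippocampus and 0.178 in striatum, and genes of oxidative phosphorylation of 0.163 and 0.0991. With AXB19b, SM and NZW left out these were 0.165 and 0.139, and 0.107 and 0.0835.
Choroid plexus genes such as Otx2 and Clic6, an ion channel of that epithelium, varied together strongly, with a mean pairwise correlation of 0.775 in hippocampus and 0.795 in striatum. Their first component did not follow the strain from tissue to tissue, with r = −0.0772 (permutation p = 0.456), rho = −0.126 (permutation p = 0.224) and r = −0.0992 without BXA13 and BXA26. A strain difference in choroid plexus would need a correlation between the tissues, and none was seen. This is consistent with choroid plexus carried over in dissection, array by array, and the dissection itself was not tested.
A small striatum module of 31 probes held 9 genes that neighbour each other, among them Rps3, Rsf1, a chromatin remodeling factor, and Myo7a, a myosin, within 100 consecutive genes. Of 1000 random gene sets none held more than 3. It was the 1 module under 100 probes with more neighbouring genes than any random set with all arrays, which is in line with neighbouring genes that share local regulation through linked polymorphism. Without AXB19b, SM and NZW further such modules appeared, with 14 neighbouring genes around Plvap and 14 around H2-K1 in hippocampus, against at most 4 at random.
The hippocampus array of AXB19b stands apart from the others. It had 22.4% of probes detected, against 35.2% to 49.5% of the other hippocampus arrays, which argues against a signal merely stretched by the authors' normalization. Over the normalized values of detected probes its median rank correlation was 0.541 with striatum arrays and 0.558 with hippocampus arrays, a small gap whose spread was not measured. Its striatal markers had a mean log2 signal of 8.10, under the 8.53 to 12.45 of all striatum arrays, which argues against a striatum sample under a hippocampus label. Its hippocampal markers had a mean of 11.97. Whether it may be of another strain cannot be told apart: its highest correlation with a striatum array was 0.471, with SM, and 0.153 with its own strain's, each probe scaled over all strains of its tissue. Poor RNA or a failed array stays open and was not tested, and the design names no biological explanation.
The authors' connectivity in Additional file 2 was compared with that here over 1421 probes held in part. For hippocampus it correlated with the connectivity without AXB19b at r = 0.790 and with that from all arrays at r = −0.0519. This argues against a hippocampus network of the authors that included AXB19b, and suggests that this array was among those left out. For striatum the values were 0.254 with all arrays and 0.440 without SM and NZW. In the authors' own values, the connectivity of the tissues had r = 0.717 over the 1998 probes held.
The hippocampus array labelled AXB15 matched the striatum array labelled AXB19 best (r = 0.905 over 132 probes), and that labelled AXB19 matched the striatum array of AXB15 (r = 0.954), against 0.336 and 0.341 with the array of the same label. These 2 strains were the only ones to match each other best in both directions, as a mislabelled sample in one tissue could give. The strain AXB19a, related by its name, did not tell in which tissue. The array labelled AXB15 exceeded that of AXB19 in its correlation with AXB19a by 0.0746 in hippocampus, and the difference was −0.0868 in striatum, so by AXB19a an exchange in hippocampus and one in striatum cannot be told apart. In striatum the array labelled AXB19 had r = 0.918 with AXB19b, and that of AXB15 0.398, which points to an exchange in hippocampus if AXB19b is a near relative of AXB19. It does not decide, as the label of this AXB19b array could not be checked against its hippocampus array, which stands apart, and as AXB19a, which shares the name too, was about as near to either array. Without both strains the number of probes correlated between the tissues was 5026. No biological explanation was tested.
CAST, the wild-derived strain, was the extreme strain for 585 probes in hippocampus and 749 in striatum, and lowest in 72.8% and 74.8% of them. Sequence differences under the probes, which lower the signal in a strain far from the reference, would give such a share. Other strains had high shares too: NZW 69.8% of 1230 probes in striatum and 90.6% of 32 in hippocampus, AXB19b 61.9% of 7717 and SM 75.8% of 62 in hippocampus, and B6 itself 88.9% of 18 in striatum. SM had 51.8% of 4554 in striatum, and C3H 45.3% of 397 in hippocampus. The share lowest thus does not single out CAST. The 2 arrays named B6Cc3 were no more alike than arrays of different strains, at the percentile 55.2 of such pairs in striatum and 57.0 in hippocampus, short of the 95th, with r = −0.00821 and −0.000797. With each probe scaled over the 96 strains with both arrays, the 2 arrays of any strain across tissues had at least r = 0.151, that of AXB19b, with a median of 0.945. Each B6Cc3 array matched that of the same number in the other tissue (r = 0.962 and 0.882) and not the other one (0.0268 and −0.0130). This argues against 2 arrays of one strain, so the average joins unlike arrays. Without B6Cc3 the number of probes positively correlated between the tissues was 5011.
In the striatum array of KK the hippocampal markers had a mean log2 signal of 9.78, against a median of 8.49, the second highest of the striatum arrays. Its cause was not tested.
Random splits and random pairings did not reach the main counts. A random split puts both tissues into each group, so 2-fold differences could hardly arise, and its result says little. With 100 random pairings, 1 of 101 is the smallest share possible. It bears on the count and not on single probes. Among 100 splits of the arrays, the real one gave 948 probes that differed between tissues and the highest of the others 2; the real split was the only 1 to reach its count. Without a fold threshold the highest of the other splits called 937 probes, and the cause was not tested. For the correlation between tissues, the real pairing gave 5022 probes, the only 1 of 101 pairings to do so, and the highest of the others 2671, whose cause was not tested either.
A prediction about the probe of LOC545056 and Ube2j2 was not tested, as the array names used here hold no probe of LOC545056. For lists not reported elsewhere, the counts at 2-fold between tissues were 1 higher in striatum of 9 choroid plexus genes, 1 of 9 immediate-early genes, 2 of 31 ubiquitin-specific peptidases, 1 in hippocampus of 8 astrocyte genes and 1 of 3 hub genes of the second context fear module (Nfib), and none of 54 ribosomal, 68 oxidative phosphorylation, 33 proteasome, 17 ubiquitin-conjugating, 9 microglia, 8 endothelial, 4 erythroid, 11 MHC class I, 4 MHC class II and 5 NEO genes and 2 hub genes of the first context fear module. The counts adjusted over the list alone were the same.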
